# A novel role for SALL4 during scar-free wound healing in axolotl

**DOI:** 10.1038/npjregenmed.2016.16

**Published:** 2016-12-08

**Authors:** Jami R Erickson, Micah D Gearhart, Drew D Honson, Taylor A Reid, Melissa K Gardner, Branden S Moriarity, Karen Echeverri

## Abstract

The human response to serious cutaneous damage is limited to relatively primitive wound healing, whereby collagenous scar tissue fills the wound bed. Scars assure structural integrity at the expense of functional regeneration. In contrast, axolotls have the remarkable capacity to functionally regenerate full thickness wounds. Here, we identified a novel role for SALL4 in regulating collagen transcription after injury that is essential for perfect skin regeneration in axolotl. Furthermore, we identify miR-219 as a molecular regulator of *Sall4* during wound healing. Taken together, our work highlights one molecular mechanism that allows for efficient cutaneous wound healing in the axolotl.

## Introduction

The skin is the largest organ of the human body and has several crucial functions to keep the body operational and healthy. It is a barrier to the outside world; it regulates metabolic functions and acts as a structural framework for the body. The skin is an organ that is in a perpetual state of change, constantly replacing the outermost layer of cells via division and differentiation of basal keratinocytes. Humans can easily repair minor tears to the skin but major skin injuries result in incompletely remodelled collagen in the wound bed, which manifests as part of a fibrotic scar.^1–6^

In contrast, the Mexican ‘Axolotl’ salamander is able to fully regenerate the skin after major wounding.^7–10^ Previous work shows that at the end of the wound healing process in axolotls collagen remodelling and wound bed closure is complete, and the skin is restored to normal functionality. Thus, a common hypothesis is that axolotl and human have differing molecular mechanisms of cutaneous wound healing that directs towards scar-free regeneration in axolotls versus reparative scar prone healing in humans.

Until now, some interesting differences in the wound healing processes between these two species have been established. For example, a major difference between axolotls and humans is the speed at which re-epithelialization of the wound occurs.^7,9–11^ In axolotls this process occurs directly after injury; whereby keratinocytes migrate over the fibrin clot to close the wound within 24 h. Once the wound is covered, the keratinocytes will start to proliferate to thicken the epidermis. In contrast, human keratinocytes at the leading edge of the wound will hyperproliferate and then migrate under the fibrin clot to close the wound ~ 1 week after wound formation. A second major difference between axolotls and humans is the timing at which collagen is deposited in the wound area. In humans, extracellular matrix (ECM) deposition by dermal fibroblasts begins between 2 to 5 days after injury, leading to scar formation by ~15 days after wounding. Comparatively, in axolotls, dermal fibroblasts are recruited to the injury site within 5 days after injury, but ECM deposition does not begin until 10–15 days after wounding. A third major difference between human and axolotl wound healing is the degree to which the ECM that has been remodelled at the end of the entire wound healing process. The major component of the ECM in both human and axolotl skin is collagen. A major driver of scar formation is the lack of remodelling of collagen to a basket-weave formation that is present in normal skin. In humans, at the end of the wound healing process collagen remains in thick aligned bundles, meanwhile in axolotl’s collagen is remodelled during the regeneration process and the skin returns to its normal functionality.^9,10^

To identify key molecular pathways that are necessary to drive scar-free wound healing in axolotl, we carried out transcriptional profiling at different time points during regeneration, and compared this to publically available human skin wound healing arrays. This approach allowed us to identify Sal-like 4 (Sall4) as a gene expressed early after wounding in axolotl. SALL4 is a transcription factor that is known for its role in maintaining ‘stemness’ of both induced pluripotent stem cells and embryonic stem cells.^12–17^ Mechanistically, SALL4 has been shown to interact with the transcription factors OCT4, NANOG and SOX2.^13,14,18–20^ In addition, SALL4 has been shown to be required for embryonic survival and development of multiple tissue lineages, and is differentially regulated during *Xenopus* and axolotl limb regeneration.^12,13,18,19,21–25^ Taken together, these studies suggest that SALL4 is part of the molecular mechanism responsible for maintaining cells in a less differentiated state.

In this study, we examine the role of SALL4 during the cutaneous wound healing process in axolotl. Thus, we identify a novel molecular mechanism whereby SALL4 in the axolotl regulates collagen production during dermal regeneration. That is an essential component of the molecular circuitry necessary for the ability of axolotls to heal cutaneous wounds scar-free.

## Results

### Identification of axolotl Sall4 gene

To identify genes that are differentially regulated during full thickness wound healing in axolotl, 2 mm punch biopsies were taken from uninjured animals and from animals at 2, 14 and 21 days post injury. 

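The arrays measured RNA from whole punch biopsies, so each value is an average over the epidermis, dermis, vessels, blood cells and any underlying muscle that the punch held. There were 12 arrays in 4 groups: uninjured skin and wounds at 2, 14 and 21 days post injury (dpi), with n = 3 arrays per group. The paper's methods name 3 separate adult male animals and do not say whether the same animals gave every time point, so the arrays were taken as independent. The values were log2 intensities that the authors had background corrected, normalised and summarised to 1 value per probe (a probe set of the array) by robust multi-array average, and no further normalisation was applied. Of 20080 probes, 45 controls were left out and 20035 were tested. A gene symbol was available here for 10951 probes, covering 8639 genes, and the other 9084 probes have no name in what follows. A gene with several probes was represented by the probe with the highest mean over the 12 arrays. Changes were estimated with a linear model of the 4 group means in limma, in which all arrays share an estimate of the spread. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1, and the number of arrays limits the precision of every value. Array medians lay between 5.52 and 5.61 on the log2 scale and lower quartiles between 4.04 and 4.11. Folds that start or end near or below the lower quartile depend on background, which was not separated from signal here. Across probes, which are not independent replicates, Pearson's r between arrays lay between 0.924 and 0.994. The array closest to 14 dpi replicate 2 was 21 dpi replicate 1 (r = 0.992), and its mean r with its own group was 0.975. The mean of 58 skeletal muscle markers, centred on each gene's mean over the arrays, was 1.42, 1.38 and -0.61 in uninjured replicates 1 to 3. It was -0.35, -1.78 and -2.04 at 2 days post injury, -0.64, 0.77 and -0.88 at 14 days, and 1.46, 0.35 and 0.92 at 21 days. Labels and paper differ on a few points. A description label gives 7 days for the arrays that the title, the source label and the paper give as 14 days, and 14 days was used. The labels' treatment text describes a spinal cord experiment with an ivermectin treatment, whereas the titles, the tissue label and the paper describe skin biopsies, which was used. The same text says that tissue from 10 animals of 2 to 3 cm was pooled for each array, whereas the paper names 3 separate adults, so whether an array holds 1 animal or a pool is not settled, and each SD given here is a spread between arrays. For the normalisation the paper names the Bioconductor affy package and the labels name Affymetrix Expression Console.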

RNA was extracted and used to perform transcriptional profiling with axolotl-specific microarrays. Expression values were calculated using a robust multi-array average for background correction and normalisation. Log2-fold changes were calculated for each injured sample relative to the uninjured control using a linear regression model. 

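At 2 days post injury, 17 of 40 genes of matrix proteoglycans and glycoproteins and 7 of 14 fibroblast and myofibroblast markers were lower, while 5 of 7 neutrophil and 6 of 18 macrophage genes were higher. MGP, matrix Gla protein, an inhibitor of calcification, was 11.75 ± 0.48 (SD, n = 3) on the log2 scale in uninjured skin and 5.83 ± 0.66 (SD, n = 3) in wounds, a Log2-fold change of -5.92 (standard error 0.46, adjusted p = 0.000141 from limma). NCF1, a subunit of the phagocyte NADPH oxidase, was 4.46 ± 0.22 (SD, n = 3) in uninjured skin and 8.38 ± 0.83 (SD, n = 3) in wounds, a Log2-fold change of 3.92 (standard error 0.34, adjusted p = 0.000183 from limma). Of 40 genes of matrix proteoglycans and glycoproteins, 17 were lower at an adjusted p under 0.05 and none was higher by limma (18 lower when adjusted over the list alone, and 2 higher and 20 lower at an unadjusted p under 0.05). Among them the small leucine-rich proteoglycan LUM changed by -5.51, dermatopontin (DPT) by -5.01 and periostin (POSTN) by -4.45 on the log2 scale. The list test camera gave an adjusted p = 8.40e-11 for a fall, and an adjusted p = 0.198 with an estimated correlation. Of 14 fibroblast and myofibroblast markers, 7 were lower and 1 was higher (8 lower and 1 higher when adjusted over the list alone). For their fall the camera test gave an adjusted p = 3.76e-07, and an adjusted p = 0.0924 with an estimated correlation. ACTA2, smooth muscle actin, fell from 12.03 ± 0.24 to 7.29 ± 0.86 (SD, n = 3 each), and the smooth muscle genes TAGLN and CNN1 changed by -4.20 and -4.09. LSP1 was the marker of this list that was higher (1.62), and vimentin (VIM) was not called at 2 days. Of 17 endothelial markers, 3 were lower and none was higher by limma (4 lower when adjusted over the list alone; 8 lower and 0 higher at an unadjusted p under 0.05; 6 lower without uninjured replicate 3). VWF, von Willebrand factor, changed by -3.92 and the endothelial glycoprotein MMRN1 by -3.45, and camera gave an adjusted p = 5.65e-04 for the list and an adjusted p = 0.161 with an estimated correlation. Skeletal muscle markers were lower in the same wounds: 17 of 58 were lower and none was higher by limma (22 lower when adjusted over the list alone; 35 lower and 0 higher at an unadjusted p under 0.05). This count was 10 without uninjured replicate 1, 8 without uninjured replicate 2, 32 without uninjured replicate 3, 9 without 2 dpi replicate 2 and 10 without 2 dpi replicate 3. For the muscle list camera gave an adjusted p = 1.54e-15, and an adjusted p = 0.347 with an estimated correlation. With the muscle marker mean as a covariate, an alternative chosen after seeing the data, 7 matrix genes, 5 fibroblast markers and 2 endothelial markers were lower. The epidermal marker mean as a covariate, chosen in the same way, left 10 matrix genes, 5 fibroblast markers, 2 endothelial markers and 0 muscle markers lower by limma (15 muscle markers lower at an unadjusted p under 0.05).

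Of 7 neutrophil and granulocyte genes, 5 were higher and none was lower by limma at 2 days post injury (5 higher when adjusted over the list alone; 0 lower at an unadjusted p under 0.05). This count was 3 without uninjured replicate 1, 2 or 3, 14 dpi replicate 3 or 21 dpi replicate 3, and 2 without 2 dpi replicate 2 or 3. CYBB, the catalytic subunit of the same oxidase, rose from 7.17 ± 0.12 to 9.62 ± 0.32 (SD, n = 3 each). Only 7 of the 35 neutrophil and granulocyte genes listed were measured, and genes of the phagocyte oxidase, NCF1 and CYBB among them, do not part neutrophils from macrophages. Of 18 macrophage and monocyte genes, 6 were higher and none was lower by limma (10 higher when adjusted over the list alone; 0 lower at an unadjusted p under 0.05), among them the haem-degrading enzyme HMOX1 with a Log2-fold change of 3.60 and AIF1 with 1.55. Camera gave an adjusted p = 4.24e-04 for the neutrophil genes and 8.42e-05 for the macrophage genes, and an adjusted p = 0.198 and 0.210 with an estimated correlation. Counts with the muscle marker mean as a covariate were 3 neutrophil genes and 2 macrophage genes higher. NPY, a neuropeptide, and SCG2, a secretory granule protein, rose by 3.61 and 3.25 on the log2 scale, and the stress-induced gene DDIT4 rose by 2.96. The uninjured mean of NPY (3.95) lies below the lower quartile of the arrays, so the size of its rise depends on background. HMGA1 and HMGA2, non-histone chromatin proteins, rose by 2.07 and 1.83 at 2 days, and both were lower than in uninjured skin at 21 days (-1.20 and -1.12). In all, 1859 probes changed at 2 days post injury (1086 higher, 773 lower), of which 734 changed at least 2-fold (349 higher, 385 lower). Of the 1859 probes, 1849 had no overlap between the 3 wound arrays and the 3 uninjured arrays, and over all probes this share was 26.5% where chance gives 10%. A moderated F-test of the 3 comparisons with uninjured skin called 4307 probes. The 2-day count was 1098 without uninjured replicate 1, 921 without uninjured replicate 2, 989 without 2 dpi replicate 2 and 1204 without 2 dpi replicate 3, and the F-test count was 2719 without 21 dpi replicate 3. With the muscle marker mean as a covariate 349 probes changed at 2 days, 272 of them at least 2-fold, and the F-test called 2455.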

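By 14 and 21 days post injury, several genes of collagen processing and of the matrix were higher than in uninjured skin. CTHRC1, a secreted protein of injured and remodelling tissue, rose from 6.85 ± 0.11 in uninjured skin to 9.59 ± 0.21 at 2 days, 11.58 ± 0.08 at 14 days and 12.11 ± 0.04 at 21 days (SD, n = 3 each), which is 26.6-fold and 38.5-fold at the later times. KAZALD1, an insulin-like growth factor binding protein of the matrix, was 5.62 ± 0.69 in uninjured skin and 10.69 ± 0.20 at 14 days (SD, n = 3 each), a rise of 33.4-fold (standard error 0.34 on the log2 scale, adjusted p = 7.00e-05 from limma), and rose 32.6-fold at 21 days. Tenascin-C (TNC) rose by 3.94 and 4.24 on the log2 scale at 14 and 21 days, fibronectin (FN1) by 3.24 and 3.77, and the secreted protein DKK3 by 2.87 and 3.93. Of 19 genes of collagen processing, 9 were higher at 14 days and 12 at 21 days, and none was lower by limma at either time (10 and 13 higher when adjusted over the list alone; 0 lower at an unadjusted p under 0.05). LOXL2, a lysyl oxidase that crosslinks collagen, was 7.86 ± 0.27 in uninjured skin, 9.93 ± 0.21 at 14 days and 10.65 ± 0.09 at 21 days (SD, n = 3 each), with Log2-fold changes of 2.07 and 2.79. P4HA1, a prolyl hydroxylase of procollagen, rose by 1.66 and 1.18, the collagen chaperone FKBP10 by 1.46 and 1.68, and the collagen-binding protein SPARC by 1.66 and 1.99. Camera gave an adjusted p = 2.27e-06 at 14 days and 3.67e-09 at 21 days for this list, and an adjusted p = 0.0924 and 0.0884 with an estimated correlation. Fry, which tests whether the members of a list move on balance one way, gave an adjusted p = 3.03e-05 for it at 21 days, its smallest over the 72 list tests. Some lists that passed camera did not pass fry. By fry the adjusted p was 0.0605 for collagens at 2 days. At 14 days it was 0.0711 for matrix proteoglycans and glycoproteins and 0.323 for skeletal muscle markers. Pigment cell markers passed fry at 14 and 21 days (adjusted p = 0.0424 and 0.0180) but not camera. At 2 days, 4 of the 19 genes of collagen processing were higher and 2 lower (4 and 2 when adjusted over the list alone), P4HA1 among the higher with 1.02. Of the 40 matrix proteoglycan and glycoprotein genes, 8 were higher and 3 lower at 14 days, and 15 were higher and none lower by limma at 21 days (11 and 4, then 20 and 1, when adjusted over the list alone; 1 lower at 21 days at an unadjusted p under 0.05). The 3 lower at 14 days became 1 without uninjured replicate 2 or 14 dpi replicate 1 and 0 without uninjured replicate 1 or 14 dpi replicate 3 (limma, with 4 lower at an unadjusted p under 0.05 in all arrays). For these genes camera gave an adjusted p = 0.0133 at 14 days and 1.99e-10 at 21 days, and an adjusted p = 0.577 and 0.200 with an estimated correlation, and with the muscle marker mean as a covariate 15 were higher at 14 days.

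Macrophage and monocyte genes were higher at both times, 11 of 18 at 14 days and 13 at 21 days, and none was lower by limma (14, then 13 with 1 lower, when adjusted over the list alone; 0 and 1 lower at an unadjusted p under 0.05). The count at 21 days was 7 without uninjured replicate 2 or 21 dpi replicate 3, and 8 without 21 dpi replicate 1 or 2. GPNMB, a glycoprotein of macrophages and pigment cells, rose by 2.03 and 1.75, and the lysosomal proteases LGMN and CTSD rose by 1.26 and 1.11 at 14 days. The test by camera gave an adjusted p = 7.48e-13 and 1.10e-08 for them, and an adjusted p = 0.0884 and 0.123 with an estimated correlation. Of the neutrophil genes 3 were higher at 14 days and 1 at 21 days (3 and 4 when adjusted over the list alone; 1 at 14 days without 14 dpi replicate 2), with an adjusted p = 0.0170 and 0.163 from camera and 0.327 and 0.532 with an estimated correlation. Among fibroblast and myofibroblast markers, 4 were higher and 3 lower at 14 days and 5 higher and 1 lower at 21 days (6 and 5, then 5 and 1, when adjusted over the list alone). The 4 higher at 14 days became 2 without uninjured replicate 2 or 3, 14 dpi replicate 1 or 21 dpi replicate 3. CNN1 was lower at both times (-3.03 and -2.05), whereas FSTL1, follistatin-like 1, was higher (1.13 and 1.84). Their median at 14 days was 0.02, their mean -0.18 and camera's direction down (adjusted p = 0.915). Few skeletal muscle markers were called at these times. At 14 days 1 was higher and 3 were lower (1 and 4 when adjusted over the list alone, and 15 lower at an unadjusted p under 0.05), and camera gave an adjusted p = 1.75e-05 for a fall and an adjusted p = 0.648 with an estimated correlation. Leaving out uninjured replicate 1 or 2, 2 dpi replicate 2, 14 dpi replicate 1 or 3, or 21 dpi replicate 3 gave 0 lower, leaving out 2 dpi replicate 1 or 3 or 21 dpi replicate 1 or 2 gave 1, and leaving out uninjured replicate 3 gave 16. At 21 days 4 were higher and none was lower by limma (3 higher when adjusted over the list alone, 0 lower at an unadjusted p under 0.05, and 2 higher without 21 dpi replicate 1 or 3). Without uninjured replicate 3, the uninjured array with the lowest muscle marker mean, 3 were higher and 4 lower (7 lower at an unadjusted p under 0.05), and with array weights 5 were higher and 5 lower. They include the myogenic transcription factors MYOG and MYF5, which rose by 1.93 and 1.22, while the list's median was -0.00, its mean 0.18 and camera's direction up (adjusted p = 0.464). EHF, an epithelial transcription factor, fell from 9.36 ± 0.31 to 5.40 ± 0.26 at 21 days (SD, n = 3 each), with Log2-fold changes of -2.70 at 14 days and -3.96 at 21 days, and FGFBP1, a carrier of fibroblast growth factors, changed by -3.71 at 21 days. The lists of epidermal markers did not pass camera at 14 or 21 days, with an adjusted p = 0.801 and 0.883 for basal keratinocyte markers and 0.668 at both times for suprabasal and wound epidermis markers. In all, 1427 probes changed at 14 days (914 higher, 513 lower) and 2528 at 21 days (1327 higher, 1201 lower). The 14-day count was 701 without uninjured replicate 1, 747 without uninjured replicate 2, 2171 without uninjured replicate 3, 907 without 14 dpi replicate 2 and 792 without 14 dpi replicate 3. At 21 days it was 1378 without uninjured replicate 2, 1433 without 21 dpi replicate 1 and 1151 without 21 dpi replicate 3.

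**Figure D1:**
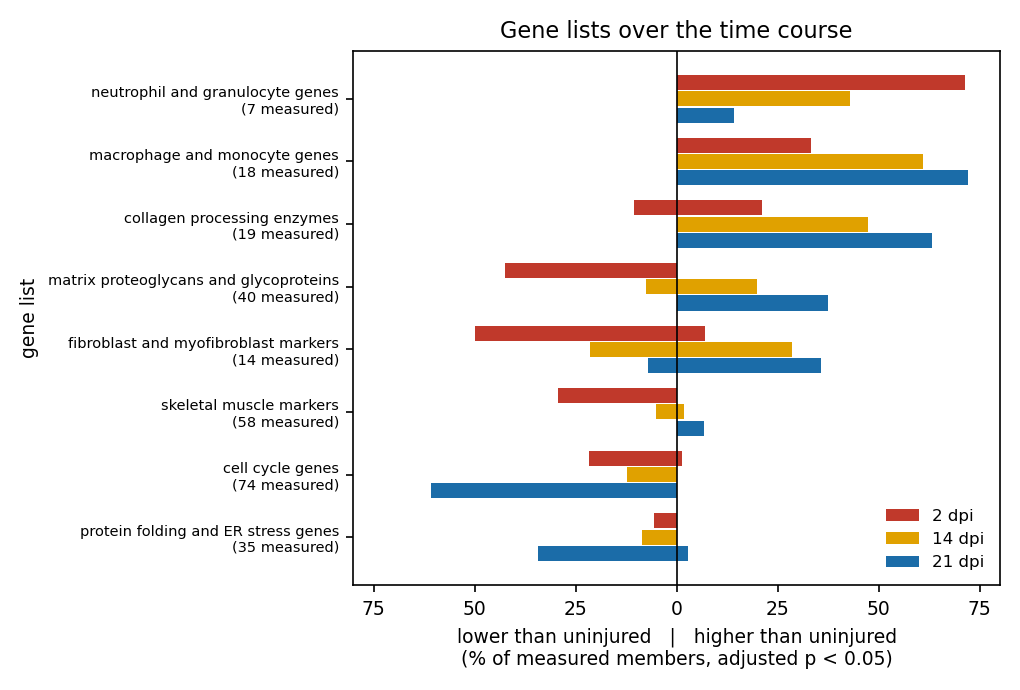
Percentage of the measured members of 8 gene lists that were higher (bars to the right) or lower (bars to the left) than in uninjured skin at an adjusted p under 0.05 at 2, 14 and 21 days post injury (n = 3 arrays per group). Of 40 matrix proteoglycan genes 17 were lower at 2 days and 15 were higher at 21 days. They are not all the same genes: LUM, lower at 2 days, was not called at 21 days.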

Of the 4,302 differentially expressed probes (adjusted *P* value <0.05), 808 probes were differentially expressed in the axolotl by twofold or more at 2 days post injury.

To identify genes whose expression was significantly different in axolotl 2 days post injury compared with uninjured tissue, but unchanged in mammals in the early stages of wound healing, we compared our axolotl wound healing datasets to transcriptional profiles of human wounds during the healing process (GSE28914 and GSE50425).^26^ From the list of 2 days post injury differentially expressed probes in the axolotl microarray data, we identified 571 genes with human homologues, 57 of which were not differentially expressed (Log2-fold change <0.1) at 3 days post injury in the human dataset. 

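Among the genes selected in this way, some were higher and others lower at 2 days post injury. LRRC31, a leucine-rich repeat protein of epithelia, rose from 6.22 ± 0.19 in uninjured skin to 8.48 ± 0.61 at 2 days (SD, n = 3 each), a Log2-fold change of 2.26 (standard error 0.27, adjusted p = 0.000923 from limma), and its Log2-fold changes at 14 and 21 days were 0.43 and 0.34 (adjusted p = 0.402 and 0.490). UPK3B, a uroplakin, rose from 4.06 ± 0.18 to 5.86 ± 0.32 (SD, n = 3 each), with later values of -0.02 and 0.00, and TEKT1, a tektin of cilia, rose by 1.39 with later values of 0.06 and 0.07. For these 3 genes the difference between 21 and 2 days was itself past the threshold, at -1.92, -1.81 and -1.32. GNG13, a G protein subunit, fell from 7.66 ± 0.55 to 3.35 ± 0.27 at 2 days (SD, n = 3 each), and remained lower at 14 and 21 days, with Log2-fold changes of -4.31, -3.08 and -2.25. Its 2-day mean lies below the lower quartile of the arrays (4.04 to 4.11), so the size of that fall depends on background. The uninjured mean of TEKT1 (3.75) lies below that quartile and that of UPK3B (4.06) near it, so the sizes of their rises depend on background as well. Other genes that rose at 2 days were the transporter ABCC2 (1.68), the actin-binding leukocyte protein LSP1 (1.62) and the actin-associated protein RAI14 (1.31). PDGFRL, a protein resembling a growth factor receptor, the extracellular matrix protein reelin (RELN) and TTC36 changed by -3.51, -2.65 and -2.59 at 2 days, with values of -0.22, -0.82 and -0.17 at 21 days (adjusted p = 0.793, 0.127 and 0.791). The 2-day mean of RELN (3.79) also lies below the lower quartile. The list also holds genes of skeletal muscle: the troponin TNNI1 changed by -5.28 (standard error 0.91) and the sarcomere protein MYOZ2 by -3.01 at 2 days, and their values at 21 days were -0.37 and 0.41 (adjusted p = 0.855 and 0.700). With the epidermal marker mean as a covariate, chosen after seeing the data, neither was called: TNNI1 had -4.14 (adjusted p = 0.0606, and 8.26e-04 to 0.0606 over the alternatives) and MYOZ2 -2.28 (adjusted p = 0.0652, and 1.97e-04 to 0.124 over the alternatives). With the muscle marker mean, which holds both genes, TNNI1 had -2.40 (adjusted p = 0.0123 from limma) and MYOZ2 -1.55 (adjusted p = 0.124). Of the 57 names in the figure, 38 could be matched to a probe with a symbol and 19 could not. At 2 days post injury 17 of the 38 were higher and 15 lower at an adjusted p under 0.05 (20 and 18 when adjusted over the list alone). At 21 days 7 were higher and 4 lower (8 and 5 when adjusted over the list alone; 7 lower without uninjured replicate 3). The study chose these genes on these same arrays, so these counts are not independent evidence of their direction. The other 6 did not pass: SLC10A4 (1.51, adjusted p = 0.116), NFKBIA (1.11, 0.185), C3 (1.01, 0.0978), OTOR (-1.61, 0.0511), EVC2 (-1.12, 0.0843) and RAPSN (-1.01, 0.0942). Of the 38, 15 were called at 2 days with the muscle marker mean as a covariate, and 19 with the epidermal marker mean. The human wound arrays behind the selection were not used here.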

Unsupervised hierarchical clustering was applied to the Log2-fold changes for this gene set and changes at each time point are shown in a heatmap (Figure 1). Of these candidates, SALL4 was expressed at particularly high levels in many dermal cells in the axolotl skin during wound healing (Figures 1 and 2; Supplementary Figure 2), thus we focused on SALL4.

To determine the level of conservation between axolotl SALL4 and other species, we cloned the full-length axolotl *Sall4* open reading frame. We identified a 1,146 amino acid open reading frame that has 46% amino acid sequence identity to *H. sapiens* SALL4, 44% identity to *M. musculus* SALL4a and 46% identity to *D. rerio* SALL4 (Supplementary Figure 1). The *A. mexicanium* SALL4 contains seven C2H2 zinc-finger domains that are highly conserved across vertebrate species.

### SALL4 is differentially expressed after skin injury in axolotls

To determine if SALL4 could be having a role in wound healing in the axolotl, we first sought to characterise SALL4 expression in the wound bed. Using quantitative PCR (qPCR), we analysed *Sall4* transcript abundance throughout the course of skin regeneration. Our qPCR data (Figure 2a) supported findings from the axolotl microarray data (Figure 1). Indeed, both analyses showed that *Sall4* transcript abundance increases by two days post injury, remains elevated at 14 days post injury and begins to return to uninjured levels by 21 days post injury (Figure 2a).

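SALL4, a zinc-finger transcription factor of stem and progenitor cells, was higher in wounds than in uninjured skin at all 3 times. Its probe was 4.20 ± 0.01 on the log2 scale in uninjured skin, 5.74 ± 0.44 at 2 days post injury, 6.19 ± 0.55 at 14 days and 5.86 ± 0.46 at 21 days (SD, n = 3 each). The rise was 2.91-fold at 2 days (standard error 0.31 on the log2 scale, adjusted p = 0.0125 from limma), 3.99-fold at 14 days (adjusted p = 0.00486) and 3.16-fold at 21 days (adjusted p = 0.00776). The uninjured arrays read 4.21, 4.19 and 4.19, and every wound array lay above them, the lowest at 5.34, in 21 dpi replicate 2. The uninjured values lie close to the lower quartile of all probes, which was 4.04 to 4.11 over the arrays, and signal at that level was not separated from background here, on which the size of the folds depends. From 14 to 21 days the Log2-fold change was -0.34 (adjusted p = 0.797, and 0.313 to 0.999 over the alternatives tried), a difference smaller than the spread between replicates at either time. From 2 to 21 days it was 0.12 (adjusted p = 0.837). Another probe of SALL4 stayed near its uninjured mean of 4.38, with Log2-fold changes of -0.15, 0.04 and 0.07 (adjusted p = 0.537, 0.899 and 0.795). The call at 2 days ended when both probes were averaged (0.70, adjusted p = 0.0527), with the muscle marker mean as a covariate (1.64, adjusted p = 0.132) and with the epidermal marker mean (1.63, adjusted p = 0.0541), the covariates being chosen after seeing the data. Over all alternatives its adjusted p lay between 0.00611 and 0.132. Among stem cell and limb blastema regulators, the list that holds SALL4, 3 of 34 were higher and 2 lower at 2 days, 2 and 2 at 14 days, and 4 and 3 at 21 days (3 and 2, 2 and 3, and 4 and 3 when adjusted over the list alone). From the probes changed at 2 days, the paper kept the genes with a human homologue that did not change in human wounds, and reasons that SALL4 was the one to follow because many dermal cells expressed it during healing. From the arrays together with quantitative PCR, the paper states that Sall4 transcripts increase by 2 days, stay raised at 14 days and start to go back towards the uninjured level by 21 days.

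**Figure D2:**
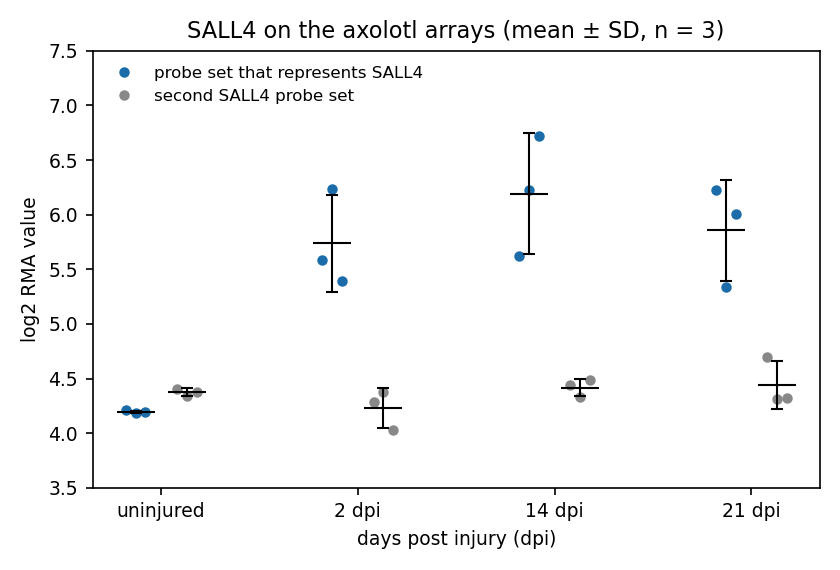
Log2 value of each array (points) for both SALL4 probes in uninjured skin and at 2, 14 and 21 days post injury, with the mean and SD of the 3 arrays of each group. For the representing probe the uninjured arrays lie at 4.19 to 4.21 and the wound arrays at 5.34 to 6.72.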

A key to understanding the role of SALL4 in axolotl cutaneous wound healing is elucidating which cell types express SALL4. To address this question, we next assayed protein abundance of SALL4 to gain insights into which cells might be expressing SALL4 during the wound healing process in the axolotl. When we used immunofluorescent microscopy to analyse axolotl tissue after wounding, we found that SALL4 protein was localised to cells within the wounded area (Figure 2 and Supplementary Figure 2). Comparatively, no SALL4 was found in the uninjured skin (Supplementary Figure 2, area outside of dashed lines). Co-staining with other cell type-specific antibodies showed that SALL4 was expressed in around 60% basal keratinocytes (TP63 and Keratin 15, Figure 2b,c,f), dermal fibroblasts (vimentin, Figure 2d,f) and myofibroblasts (smooth muscle actin, Figure 2e,f). Interestingly, we also saw that there is a population of cells within the regenerating dermis that are SALL4 positive but do not express markers of other known cells types, this representatives between 4 and 8% of the total cells in the wound bed (Figure 2d and Supplementary Figure 2E). Thus, SALL4 is expressed in multiple cell types in the axolotl cutaneous wound.

### Inhibition of Sall4 leads to early excessive collagen production

We next wanted to test the function of SALL4 during axolotl skin regeneration. Although conventional approaches to deplete *Sall4* have advantages, *Sall4*^*−/−*^ mice are embryonic lethal.^27^ As the same *Sall4-*dependent development is most likely present in the axolotls, we did not produce a body-wide *Sall4*^*−/−*^ axolotl; in addition, we wanted to address the role of SALL4 in regeneration without having previously perturbed development. Instead, to circumvent the role of SALL4 during embryonic development, we used a translation blocking morpholino to specifically deplete SALL4 within the injury site during wound healing. Either the fluorescently tagged morpholino or a mismatched control morpholino were injected and electroporated into the dermal layers during regeneration. qPCR and immunohistochemistry were used to verify that the morpholino successfully reduced both *Sall4* transcript abundance and SALL4 protein during regeneration (Figure 3c; Supplementary Figure 4C,E).

Given previous reports that *Sall4* is necessary for embryonic development and maintenance of stem cells, we expected that regeneration would be delayed on *Sall4* depletion. Instead, we observed that wound closure occurred at a normal rate but later stages of the regeneration process were perturbed, leading to imperfect skin regeneration. To better understand how SALL4 depletion affected the morphology of regenerated skin, we performed acid fuschin-Orange G (AFOG) staining to delineate collagen. We observed that the skin did not return to its normal pre-injury morphology. Histological and immunofluorescent microscopic examination of the regenerating tissue showed that at 21 days after injury, significantly more collagen was present in the SALL4-depleted animals in comparison to the control animals (Figure 3a,b). In addition, there was an increase in the number of cells lying below the basal lamina (Figure 3b,d).

Although AFOG can determine if collagen is present it cannot be used to determine the specific type of collagen. 

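COL11A1, COL1A1, COL1A2 and COL5A1 were higher at 21 days post injury than in uninjured skin, and COL6A1, COL6A2, COL6A3 and COL12A1 were lower at 2 days. COL11A1, a chain of fibrillar collagen XI, rose from 4.21 ± 0.36 in uninjured skin to 8.84 ± 0.48 at 14 days and 9.66 ± 0.05 at 21 days (SD, n = 3 each), with Log2-fold changes of 4.63 and 5.45 (standard error 0.25, adjusted p = 1.07e-05 and 4.08e-06 from limma). Its uninjured value lies near the lower quartile of the arrays (4.04 to 4.11), so the size of these changes depends on background. It was also higher at 2 days, by 1.26 on the log2 scale (adjusted p = 0.0110, and 0.00377 to 0.0794 over the alternatives), a call that ended with the mean of all its probes (0.53, adjusted p = 0.0794). COL1A1, a chain of collagen I, the main collagen of dermis, was 11.30 ± 0.94 in uninjured skin, 10.08 ± 1.00 at 2 days, 12.82 ± 0.16 at 14 days and 13.68 ± 0.10 at 21 days (SD, n = 3 each). Its Log2-fold changes were -1.23 (adjusted p = 0.162), 1.52 (adjusted p = 0.0994) and 2.38 (adjusted p = 0.0127, standard error 0.50). The partner chain COL1A2 rose by 2.22 at 14 days and 3.02 at 21 days, and COL5A1, of the collagen V that joins collagen I fibrils, rose by 2.00 and 2.79. At 2 days COL5A1 was lower (-1.05, adjusted p = 0.0408, and 0.0135 to 0.575 over the alternatives), and this call ended without uninjured replicate 1 (-0.87), 2 (-1.24) or 3 (-1.05), 2 dpi replicate 2 (-1.04) or 3 (-0.78), or any of 14 dpi replicate 3 and 21 dpi replicates 1, 2 and 3 (-1.05 each). COL12A1, of the fibril-associated collagen XII, fell from 8.59 ± 0.95 to 5.47 ± 0.53 at 2 days (SD, n = 3 each), a Log2-fold change of -3.12 (standard error 0.41, adjusted p = 0.00159), and was 8.66 ± 0.28 at 14 days and 10.00 ± 0.10 at 21 days. Its change at 21 days was 1.41 (adjusted p = 0.0470, and 0.00554 to 0.128 over the alternatives). That call ended without uninjured replicate 2 (1.48) or 3 (0.91), 21 dpi replicate 1 (1.37), 2 (1.41) or 3 (1.47), or any of 2 dpi replicates 1 and 3 and 14 dpi replicates 1 and 3 (1.41 each). The collagen VI chains COL6A1, COL6A2 and COL6A3, which form beaded microfibrils, changed by -3.86, -4.35 and -5.37 at 2 days. COL7A1, of the anchoring fibrils under the epidermis, rose by 1.91 at 14 days and 1.85 at 21 days. Of 29 collagen genes measured by 43 probes, the moderated F-test over the 3 comparisons called 16 (17 when adjusted over the list alone). At 2 days 3 were higher and 7 lower, at 14 days 9 were higher and at 21 days 12, with none lower by limma at the later times (3 and 8, 10 and 13 when adjusted over the list alone; 0 lower at an unadjusted p under 0.05 at 14 and 21 days). The 3 higher at 2 days became 1 without uninjured replicate 1, 2 or 3, 2 dpi replicate 1 or 2, 14 dpi replicate 3 or 21 dpi replicate 3. Camera gave an adjusted p = 0.0208 for a fall at 2 days, and 2.02e-05 and 3.67e-09 for rises at 14 and 21 days, and an adjusted p = 0.454, 0.237 and 0.137 with an estimated correlation. Skeletal muscle markers fell with the collagens at 2 days, and with the muscle marker mean as a covariate 4 collagens were lower at 2 days and 15 higher at 21 days. The other 13 collagens were not called by the F-test, among them COL2A1 of cartilage, with Log2-fold changes of 0.00, 0.28 and 0.10.

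**Figure D3:**
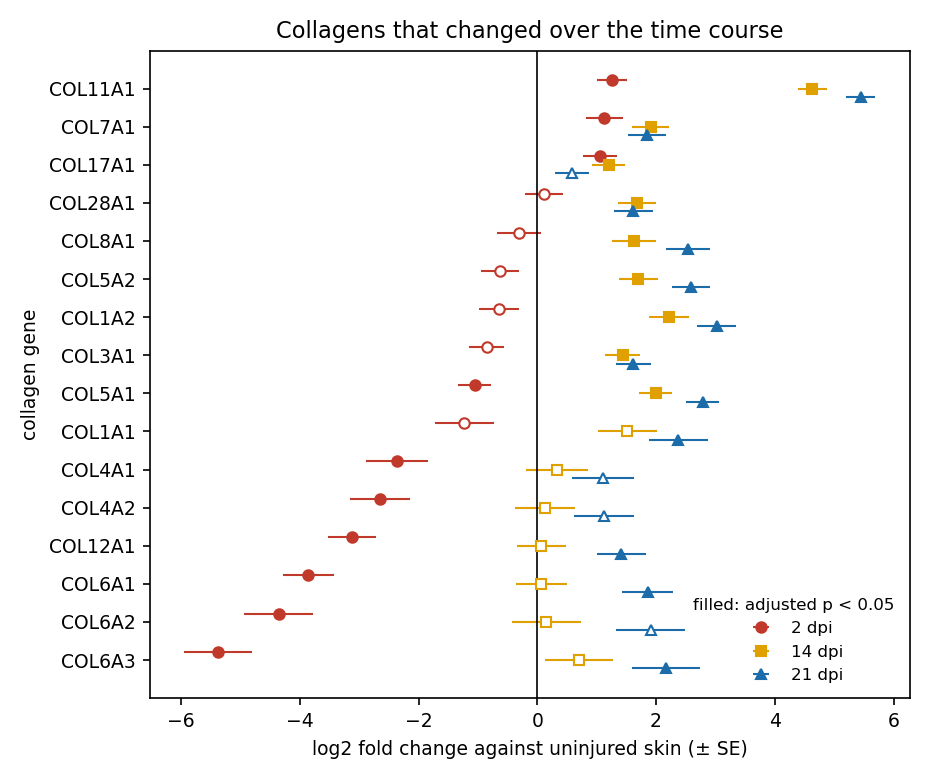
Log2-fold change from uninjured skin, with its standard error, of the 16 collagens called by the F-test at 2 days (red circles), 14 days (yellow squares) and 21 days (blue triangles) post injury (n = 3 arrays per group), filled where the adjusted p was under 0.05. COL6A3 lies lowest at 2 days (-5.37) and COL11A1 highest at 21 days (5.45).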

From our initial transcriptional profiling approach, we identified 16 collagens that are differentially regulated during skin regeneration in axolotls (Supplementary Figure 3). Therefore, we further examined the type of collagen present in the wound bed of Sall4 knockdown animals using immunohistochemistry and found that this largely consisted of and type I and type XII collagen (Figure 4a,b,e,f). We found that type I and type XII collagen deposition was significantly increased in the wound bed on SALL4 depletion (Figure 4a,b,e,f). In addition to increased collagen I and XII deposition, we noted that collagen was deposited significantly earlier in the SALL4-depleted axolotls than in control axolotls (Supplementary Figures 4A,D and 5A–C). Interestingly, we found that transcription of both type I and type XII collagen was significantly up-regulated in SALL4 knockdown animals (Figure 4d,h). Previous research has shown that in humans after injury collagen is not fully remodelled and generally has a linear pattern.^1,28,29^ We found that as regeneration progressed collagen was remodelled in control axolotls; on SALL4 depletion, there was significantly less remodelled collagen in the wound bed (Figure 4b,c,f,g; Supplementary Figure 4). This finding is reminiscent mammalian scar tissue, where collagen is deposited very early after injury.^1,29–31^

### Sall4 regulates collagen I and XII

Previous literature suggests that type I and type XII collagen are both important components of cutaneous wound remodelling in mammals.^4–6^ Given our data showing an increase in collagen deposition when SALL4 is depleted during wound healing, we questioned if SALL4 might regulate collagen I (*Col1a1)* or collagen XII *(Col12a1)* in the axolotl. Previous studies have reported that SALL4 is able to bind to a Pou5f1-like motif, TTTGCAT in both Mouse and Zebrafish.^14,32^ We identified a single potential SALL4 binding site located within the first intron of *Col1a1* and three separate potential binding sites for SALL4 in *Col12a1*.

To determine if SALL4 can bind to regulatory sequences within axolotl collagen genes and regulate their transcription *in vivo*, we harvested axolotl skin at 14 days post injury and performed anti-SALL4 chromatin immunoprecipitation (ChIP) paired with qPCR. First, we found that *Col1a1* regulatory sequences were enriched in the SALL4 immunoprecipitation by 9.27-fold over IgG immunoprecipitation (Figure 5a). We, in addition, found enrichment in two sites of the *Col12a1* regulatory sequences in the SALL4 immunoprecipitation as compared with IgG immunoprecipitation. In *Col12a1* site 1, which contains two SALL4 binding sites, there was a 21.4-fold enrichment of the SALL4 immunoprecipitation as compared with IgG control immunoprecipitation (Figure 5b). Finally, in the *Col12a1* site 2 regulatory sequence, we observed 19.9-fold enrichment in the SALL4 immunoprecipitation as compared with IgG control immunoprecipitation (Figure 5c). This data supports the hypothesis that SALL4 binds to the predicted binding motif in *Col1a1* and *Col12a1*. We confirmed the direct regulation *Col1a1* and *Col12a1* by SALL4 using standard luciferase assays. Cells were transfected with the collagen intron preceding a luciferase reporter, plus or minus axolotl SALL4. Relative luminescence readings were quantified and after addition of Sall4, there was less detectable luminescence when either Col1a1 intron 1 or Col12a1 intron 1 was included upstream of luciferase (Figure 5d,e). This data identifies a previously unknown role of SALL4 in regulating COL1A1 and COL12A1.

### SALL4 is regulated post-transcriptionally by miR-219

Although we have shown that Sall4 is an important regulator of axolotl skin regeneration, it is still not clear how Sall4 expression is controlled after wounding. We previously demonstrated that Sall4 expression rapidly increases within the wound bed by 2 days post injury and remains elevated until 21 days post injury (Figure 2a). This suggests that *Sall4* transcript abundance is clearly subject to intricate regulation during wound healing. Thus, we wanted to determine what might be controlling SALL4 protein levels during the course of regeneration. MicroRNAs are well-documented to have important roles in regulating genes necessary for regeneration in many models systems.^33–36^ Therefore, we examined the 3′ UTR of axolotl Sall4 and identified one highly conserved seed sequence for microRNA miR-219. Using qRT-PCR we determined the relative levels of miR-219 during axolotl regeneration, looking for a pattern that would be opposing to that of Sall4. MiR-219 showed this pattern, as levels of Sall4 decrease, miR-219 levels increase, as would be expected if the microRNA is binding to the 3′ UTR of the gene and inhibiting its translation (Figure 6a). To determine if Sall4 is a direct target of miR-219, we performed a luciferase assay using the 3′ UTR of the axolotl Sall4 and confirmed that miR-219 can functionally repress Sall4 (Supplementary Figure 6).

To functionally determine if miR-219 levels inversely affect Sall4 levels *in vivo*, a chemically synthesised mature form of miR-219 was injected and electroporated into the axolotl skin during regeneration. Using this approach, combined with qRT-PCR and immunohistochemistry, we show transcription and translation of SALL4 are inhibited by miR-219 mimic in comparison to control mimics (Figure 6b–f). Importantly, we found that depleting Sall4 levels by modulation of miR-219 phenocopied our Sall4 knockdown experiments resulting in excessive collagen deposition (Figure 6g,h), further validating the Sall4 knockdown phenotype observed using Sall4 morpholino. Altogether these data show that dynamic miR-219 expression can regulate Sall4 expression *in vivo* and that perturbation of miR-219 expression leads to excessive collagen deposition, phenocopying the early Sall4 depletion phenotype (Figure 6i,j).

## Discussion

In this study, we have identified a novel role for the transcription factor SALL4 in regulating collagen expression and deposition during scar-free wound healing in axolotl.

SALL4 is a well-known gene, which in mammals has been shown to be important for maintaining stemness during mammalian embryonic development.^12,14,16,18–20,24,37–40^ SALL4 in mammals was identified based on sequence homology to the previously identified *Spalt* genes in Drosophila. In Drosophila *Spalt* is essential for terminal trunk-structure formation in embryogenesis and imaginal disc development in the larval stages.^41–43^

Previous work has identified SALL4 as a gene that is up-regulated during limb development in mouse, and during both development and regeneration of the limb in *Xenopus*.^21,23,44^ In addition, RNA-seq data from regenerating axolotl limb blastemas identified SALL4 as part of a group of genes up-regulated early in regeneration.^45^ It has been postulated that during regeneration SALL4 acts to keep cells in an undifferentiated state in the blastema during early stages of blastema formation and then may have a role in patterning the regenerating limb at later stages.^23,44,45^ This concept would fit very well with the known roles of SALL4 in maintaining cells in an undifferentiated state during development and with its known role in limb patterning.^14,16,17,21,25,32,46,47^

To begin to elucidate the role of SALL4 in skin regeneration, we used transcriptional profiling at different time points following skin injury in the axolotl to identify key genes that are differentially regulated during regeneration. To further narrow down candidate genes, we then compared our dataset to published data from wound healing in humans. This lead to us to focus in on SALL4, given the previous work on this gene, we also expected that it would be involved in maintenance of a stem cell-like state during the early phases of regeneration. Surprisingly, the knockdown phenotype indicated a role in collagen regulation. This result was further corroborated by the identification of SALL4 binding sites within the introns of collagen I and collagen XII genes and verification of this binding using a ChIP assay and data from luciferase assays showing functional regulation of these binding sites by axolotl SALL4 (Figure 5). These results indicate a novel and previously unidentified role for SALL4 during scar-free skin regeneration in axolotl. This data suggests that SALL4 may regulate the timing of collagen expression during regeneration and this may be an important aspect of the whether tissues scar or do not scar after injury. SALL4 is well-documented to have a role in maintenance of the differentiation state. towing to the lack of markers in the axolotl, we could not currently determine if SALL4 depletion also affected the composition of cells in the dermis, as more axolotl-specific markers are developed it will be important and interesting to also answer this question.

Previous research had identified a species of African spiny mice, *Acomys*, which has the ability to heal skin without any scarring.^48^ This paper suggested that one difference in wound healing abilities might lie in the different types of collagen found predominantly in one species versus the other and the timing of ECM deposition. *Acomys* deposit a large amount of collagen III late during wound healing, whereas *Mus* mice have very little collagen III but large amounts of collagen I and this is deposited very early in the wound healing process. More recent papers further examining the differences in regenerative abilities between spiny mice and normal mice have also identified differences in the amounts of collagens present. In *Mus* at least eight collagens are up-regulated very early after injury, the most prominent being collagen XII, whereas in *Acomys* very few collagens were identified.^49,50^ These recent papers again suggest that it is the timing of collagen deposition that may be a key factor in directing the response to injury towards a reparative scarring response versus a scar-free regenerative response, however, these studies do not give any insights into how this is controlled at a molecular level.

In this study, we have identified a novel mechanism of collagen regulation in axolotl by SALL4. Our data suggests that SALL4 binding to collagen I and collagen XII is a key regulatory step that controls the timing of collagen deposition. In the future it will be important to determine how expression of SALL4 after injury is regulated and which co-factors are potentially necessary to determine its interacting partners in different cell types.

The open question remains as to why mammals do not up-regulate SALL4 after injury. We have examined the human collagen genes and found there are no SALL4 binding sites in COL1A1, but there are seven potential SALL4 binding sites with intron 1 of COL12A1. However, the SALL4 binding motifs identified so far have not been extensively verified, and in addition they are highly homologous to the known Oct4 motif, so further analysis will be needed to definitively determine if the human collagen I genes can be regulated by SALL4. To further dissect the mechanism by which SALL4 is regulated after injury in axolotl, we also examined the 3′ UTR of the gene for potential microRNA seed sequences. We identified a microRNA; miR-219, and have shown that it has a key active role in regulating the expression of SALL4 during wound healing. In addition, we have bioinformatically analysed the 3′ UTR of the human SALL4 gene and found that it does contain a miR-219 binding site. It will be interesting in the future to determine if the timing of collagen deposition can be regulated in the same manner in humans as it is in axolotl and if this will suffice to alter the timing of collagen deposition after injury.

Collagen deposition is only one part of the pathway to scarring. Another key difference between axolotls and mammals is their ability to remodel collagen after deposition to return the skin to its original morphology. A previous study, performed chromatin immunoprecipitation coupled to microarray hybridisation (ChIP-on-chip) in W4 mouse ES cells to determine which genes could be bound by SALL4.^14,18,40,47^ This ChIP-chip indicates that SALL4 could potentially bind to and regulate several collagen-remodelling genes, such as LOXL2 and several MMPs. It will be essential in the future to investigate how species that heal scar-free can in fact remodel collagen.

In summary, the data within provide novel mechanistic insights into how the axolotl regulates collagen during scar-free wound healing and it identifies a previously unknown role for SALL4 in regulating collagen transcription. In the future, it will be interesting to determine how conserved this new role for SALL4 is across different species.

## Materials and methods

### Axolotls

All axolotls used in these experiments were housed at the University of Minnesota in accordance with IACUAC protocol number 1411–32049A. Adult and larval (2–5 cm) were used for these experiments. Before *in vivo* experiments, animals were anaesthetised using 0.1% *p*-amino benzocaine (Sigma, St Louis, MO, USA). Skin biopsy punches were performed using a sterile 2 mm disposable biopsy punch with plunger (Miltex, York, PA, USA). At desired time points, tissue was collected using a sterile scalpel. The collected tissue was either immediately placed into TRIzol (Ambion, Waltham, MA, USA) or 4% paraformaldehyde (Sigma).

### Microarray

Uninjured, 2, 14 and 21-day post injury samples were generated from three separate adult male animals by extracting Total RNA using the TRIzol protocol (Invitrogen, Waltham, MA, USA). Full thickness 2 mm biopsy samples were taken from the skin along the body of adult axolotls that were 2 years old and measuring between 12 and 15 inches from tip of head to tip of the tail. All probe preparation, hybridisation and quality control was carried out by the DNA Microarray Core Facility at the Max Planck Institute CBG, Dresden. Custom Affymetrix GeneChimb Amby002 arrays were used for genome wide expression analysis. This array has ~20,000 unique probe sets. Probe annotations are from Sal-Site (www.ambystoma.org). Array quality and differential gene expression was assessed using standard microarray techniques in R/Bioconductor using custom scripts. All arrays were deemed of high quality and were included in all following analysis. Background correction, normalisation and expression summaries were obtained using the robust multi-array average (RMA) algorithm. Differential gene expression was examined using the limma R/Bioconductor package (https://www.bioconductor.org); *P* values were adjusted for multiple comparisons using the Benjamini and Hochberg method. The final list of differentially regulated genes was further analyses for pathway interaction using the Ingenuity Pathway Analysis software. This data has been submitted and its GEO accession number is GSE79299.

### Comparison of axolotl array data to publically available human array data

This custom array contains probes designed against 20,031 axolotl contigs. Of these contigs, 14,976 contained significant homology to human transcripts to allow for cross species comparison. Fluorescence intensities from these arrays were background corrected and normalised using the robust multi-array average (rma) within the Bioconductor affy package.^51^ A linear regression model was fit to the data using the limma software.^52^ Previously published data in human was downloaded and processed as above from Gene Expression Omnibus accession numbers GSE50425 and GSE28914.^26^ Axolotl transcripts that were twofold differentially expressed between the uninjured and 2 day post injury time point and had an adjusted *P* value below 0.05 were cross-referenced to the human transcripts that were differentially expressed at 3 days post injury in the published data. Log2-fold changes in the axolotl for all three time points compared with the uninjured control was plotted for this subset of genes using the pheatmap package in R. A detailed informatics workflow can be found at https://github.com/micahgearhart/sall4.

### Quantitative PCR

Total RNA samples were extracted using TRIzol. All samples were treated with DNase (NEB) for 30 min at 37 °C to remove any DNA contamination. DNase was inactivated by addition of 25 mmol/l EDTA and incubation at 65 °C for 15 min. cDNA was produced by using miScript II RT Kit (Qiagen, Hilden, Germany) per manufacturer’s instructions. cDNA samples were diluted 1:2 before qPCR. The qRT-PCR was carried out using miScript SYBR Green PCR kit (Qiagen) per manufactures protocol. Either Qiagen designed primers compatible with miScript kit were purchased to quantify conserved microRNAs, and custom designed primers were made by IDT to amplify axolotl mRNAs. Custom axolotl primers used:

18S_F: CGGCTTAATTTGACTCAACACG

18S_R: TTAGCATGCCAGAGTCTCGTTC

Sall4_F: AATCCCTCGCAAGCCC

Sall4_R: CCAGCTATGAGGGGAACATT

Collagen I_F: TCCCAAAACATCACCTACCAC

Collagen I_R: AGCTCTGATCTCAATCTCGTTG

Collagen XII_F: TCAGCGTGAATTCTGTGTAGG

Collagen XII_R: CTTCGACGTGTCTCCTGAAAG

### Immunohistochemistry

Tissue was fixed with 4% paraformaldehyde and embedded in Tissue-Tek O.C.T. (Sakura, Alphen aan den Rijn, Netherlands) for sectioning. 20 μm sections were stained using standard immunofluorescence techniques. All sections underwent epitope retrieval by incubation in PBS at 70 °C for 20 min. Sections were permeablized by washing three times for 10 min with 0.1% Triton X-100 (Sigma) in PBS and blocked with 2% Goat serum and 2% BSA Fraction V (Sigma) in 0.1% Trition X-100 PBS for one hour at room temperature. The following primary antibodies were used: rabbit anti-SALL4 (1:250; 8459S Cell Signaling Technology, Danvers, MA, USA), Mouse anti-p63 (1:200; MAB4135 Millipore, Billerica, MA, USA), mouse anti-cytokeratin 15 (1:200, ab80522 Abcam, Cambridge, UK), mouse anti-Vimentin 40EC (1:100, Developmental Studies Hybridoma Bank, Iowa City, IA, USA), mouse anti- alpha smooth muscle actin (1:500, A5228 Sigma), mouse anti-collagen XII MT2-s (1:100, Developmental Studies Hybridoma Bank), anti-mouse collagen I (1:500, C2456 Sigma. Antigen retrieval of 5 μg/ml Proteinase K digest in TE for 10 min at 37 °C). Primary antibodies were diluted with blocking buffer. After four 5-min washes with PBS plus 0.1% Tween 20 (Sigma), slides were incubated with AF488-, AF568- or AF647-conjugated goat anti-rabbit or mouse secondary antibodies (1:200) in blocking buffer. Nuclei were stained with DAPI. Slides were washed four more times for 10 min with 0.1% Tween 20 PBS and mounted with mounting media and coverslips. Slides were analysed using Leica DMI 6000 B epifluorescent microscope driven by Leica LAS AF software (Leica, Wetzlar, Germany).

### Image analysis

The open source software Fiji was used to process all images acquired on the Leica microscope. Fluorescence intensity was quantified using Matlab from the raw images acquired from sections stained with antibodies against SALL4 and ColXII. A custom MATLAB (Mathworks, Version 8.2, Natick, MA, USA) script was used to analyse the images, Figure 4 and Supplementary Figures 3 and 4. Matlab code is available by request. Each image was displayed using all gathered colour channels to simplify identification of sample containing regions of the image. Sub-sections of the images were manually selected to include only portions of the images containing the sample. This avoids the background regions altering the fluorescence intensity statistics. The intensity statistics were exported; one set of statistics for each image, and subsequently visualised using Excel.

### Microinjection and electroporation

Microinjections of miR-219 mimics (Qiagen), morpholinos (Gene Tools, Philomath, OR, USA) or controls were carried out as previously described in Erickson and Echeverri.^53^ Briefly, miR-219 mimic or control was diluted to a final concentration of 10 μM in PBS plus Fast Green. Morpholinos were diluted to a final concentration of 1 mmol/l in sterile DI water plus Fast Green. World Precision Instruments pressure injector was used to inject the solutions directly into the wound bed every other day until collection. Post injection, axolotls are placed in PBS and electroporated with five pulses of 50 V, 50 ms each. When tissue samples were harvested at 7 or 21 days post injury multiple injection of the morpholino, mimics or controls were given over that time period.

Am Sall4 Morpholino: GACCTGGAAAAAACCCAGTCATTGC

Control Morpholino: GAACTGCAAAAAAACAGTAATTCC

### Acid fuchsin/ Orange G staining

Acid fuchsin/ Orange G staining on fixed tissue was carried out as previously described in Diaz *et al.*^54^ 2014. Briefly, tissue samples were collected and fixed in 4% paraformaldehyde (Sigma). Tissue was then embedded using Tissue-Tek (Sakura) and 20 μm cross sections were taken and slides were post fixed with Bouin’s Solution overnight. Sections were washed with distilled water and then stained with successive 5-min incubations in 1% phosphomolybdic acid (Sigma), AFOG solution and 0.5% acetic acid. Slides were washed with distilled water for 5 min before and after incubation with AFOG solution. After staining, slides were successively dehydrated by 2 min incubations in 96% and 100% ethanol, followed by xylene incubation for 5 min before mounting with 80% glycerol (Sigma). Images were captured using an Olympus BX40 inverted microscope with Leica EC 3 camera (Leica) and Leica Acquire software (Leica).

### Chromatin immunoprecipitation

Chromatin immunoprecipitation was carried out using SimpleChIP Plus Enzymatic Chromatin IP Kit (Magnetic beads) (Cell Signaling Technologies #9005) following the manufacturers protocol. Briefly, 0.1 mg of tissue was collected 14 days post injury. Tissue was cross-linked with 1.5% formaldehyde at room temperature for 20 min. Cross-linking was stopped with glycine addition and incubation for 5 min at room temperature. Tissue was washed and dissociated using a pestle motor mixer (Argos Technologies, Elgin, IL, USA) and pestle. Samples were then incubated with Micrococcal Nuclease for 20 min at 37 °C and inverted every 3–5 min. The digestion was stopped by addition of EDTA. Samples were washed and then sonicated on ice with six 15-s pulses with 45 s of rest. The cross-linked chromatin preparation was then isolated and analysed to ensure chromatin was the appropriate size and concentration. A 2% input of each sample was set aside. The remaining cross-linked chromatin preparation was then split into three tubes and incubated with either the positive control, 10 μl Histone H3 (D2B12) XP Rabbit mAb (Cell Signaling Technologies), the negative control, 1 μl Normal Rabbit IgG (Cell Signaling Technologies) or 10 μl anti-SALL4 (8459S Cell Signaling Technology) and incubated overnight with rotation at 4 °C. Each sample was then incubated with ChIP-Grade Protein G Magnetic Beads for 2 h at 4 °C with rotation. The Protein G Magnetic beads were pelleted and washed by placing tubes in a magnetic separation rack. Chromatin was eluted from the magnetic beads by incubation at 65 °C for 30 min with intermittent vortexing. The magnetic pellets were then removed by incubating on a magnetic separation rack. The supernatant containing chromatin was then collected and cross-links were reversed by Proteinase K digestion at 65 °C overnight. DNA was then purified using DNA purification spin columns. DNA was eluted from the columns with 50 μl of DI water. PCR and qPCR were then performed to evaluate SALL4 binding using the following primers:

Collagen I For: GTTTCTTTTCACTGTGCCCG

Collagen I Rev: CGAGAGTTCCCATGCCATAG

Collagen XII Site 1 For: GAGCACTGTCCTCTTAGACAAG

Collagen XII Site 1 Rev: CCACAAAGCCACCCAGTAG

Collagen XII Site 2 For: CTGGCTAATAATCACAATCCTGTCT

Collagen XII Site 2 Rev: TAGGTTTTTGTAAGTGGTCCAGTG

### Cloning and plasmids

The full-length axolotl Sall4 was cloned out of RNA isolated from tissue collected at 14 days post injury. 5′ and 3′ RACE was performed using Smart RACE kit (Clontech, Mountain View, CA, USA) and following manufacturer’s instructions and the following primers:

SALL4 Rev GSP1: CCTTAAGATTCCCTTTCG

SALL4 Rev NGSP1: GCAGCGCACTATCATTCCCAAAGAC

SALL4 Rev GSP1_2: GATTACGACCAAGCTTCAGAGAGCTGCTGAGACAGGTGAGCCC

SALL4 Rev NGSP1_2: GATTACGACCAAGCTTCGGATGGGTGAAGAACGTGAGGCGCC

SALL4 Rev GSP1_3: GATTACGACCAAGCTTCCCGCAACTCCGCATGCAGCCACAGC

SALL4 Rev NGSP1_3: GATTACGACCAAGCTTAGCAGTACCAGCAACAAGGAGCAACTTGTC

SALL4 3'RACE GSP2: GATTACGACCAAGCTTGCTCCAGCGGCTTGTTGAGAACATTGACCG

SALL4 3'RACE NGSP2: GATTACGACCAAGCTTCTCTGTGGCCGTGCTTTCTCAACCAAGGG

Axolotl Sall4 3′ UTR was cloned out of RNA extracted from a 14-day post injury skin wound using the primers indicated below. After restriction digest with SpeI and NotI (NEB) of both the PCR fragment and the pMIR-Report Luciferase vector (Life Technologies, Waltham, MA, USA), the fragments were ligated overnight at 4 °C with T4 Ligase (Promega, Madison, WI, USA). Ligated plasmids were transformed into DH5α *E. coli* (Invitrogen). Plasmid DNA was then isolated using Qiagen’s Midiprep kit per manufacturer’s instructions.

AxSall4 3′ UTR SpeI_F: CTGACTAGTCATCGCTGTCAGTTGAGG

AxSall4 3′U TR NotI_R: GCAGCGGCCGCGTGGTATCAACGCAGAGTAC

The full-length axolotl SALL4 was deposited to GenBank, accession number: KX035097.

Primers:

For- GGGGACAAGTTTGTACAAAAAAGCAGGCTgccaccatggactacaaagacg

Rev- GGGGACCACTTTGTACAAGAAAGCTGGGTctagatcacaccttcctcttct

COLL1A, COLXII and SALL4 constructs.

Intron 1 of axolotl Col1a1 and intron 1 of Col12a1 were PCR amplified from genomic DNA using the primers listed below. After restriction digest with NheI-HF and XhoI (NEB) of both the PCR product and pGL3 Enhancer vector (Promega), fragments were ligated at 4 °C overnight with T4 ligase (NEB). DH5α *E. coli* were transformed with ligation reactions and selected for using ampicillin. Plasmid DNA was then isolated using Qiagen’s Midiprep kit per manufacturer’s instructions.

ColI Intron For pGL3 NheI: CATG**GCTAGC**CAAGAAGACGGTAAGTAGCAC

ColI Intron full Rev: CATG**CTCGAG**TCGCACACGCAGATCGTG

Col XII Intron For pGL3 NheI: CATG**GCTAGC**CAAGCAACCAGGGGAGGA

ColXII intron full Rev: CATG**CTCGAG**CCACAGAGGCGGCTCCAGATTGTG

Full-length axolotl Sall4 was cloned out of RNA extracted from a 14-day post injury skin wound using the primers listed below using Qiagen One Step RT-PCR kit following manufacturer’s protocol. A restriction digest with NheI and BamHI (NEB) was performed on both the PCR fragment and pcDNA3.1 MCS-BirA(R118G)-HA. pcDNA3.1 MCS-BirA(R118G)-HA was a gift from Kyle Roux (Addgene plasmid # 36047). Digested PCR product and vector were then ligated using T4 DNA ligase (NEB) overnight at 4 °C. DH10β *E. coli* were then transformed with the ligation reaction and selected with kanamycin. Plasmid DNA was purified using Qiagen’s Midiprep kit per manufacturer’s instructions.

AxSall4 HA BioID NheI For: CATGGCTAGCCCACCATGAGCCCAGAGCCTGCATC

AxSall4 HA BioID BamHI Rev: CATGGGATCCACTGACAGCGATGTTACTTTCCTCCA

### Site-directed mutagenesis

The miR-219 seed sequence was mutated by performing PCR using FastStart Taq DNA polymerase dNTPack (Roche) on the pMIR-Report luciferase-AxSall4 3′ UTR plasmid with the following primers:

AxSall43′ UTR SDM For1: CTGCGCACTAGTCATCGCTGTCAGTTGAGG

AxSall43′UTR SDM Rev1: AAGCATAGTCA**TGGTACC**CCTCTGGCCAAC

AxSall43′UTR MSDM For2: GTTGGCCAGAGG**GGTACCA**TGACTATGCTT AxSall43′ UTR MSDM Rev2: GCTAGCGGCCGCGTGGTATCAAC

The bold underlined bases are non-complementary sequence located where the miR-219 seed sequence is located. The two fragments were purified and combined in a PCR reaction with AxSall43′ UTR SDM For1 primer and AxSall43′ UTR MSDM Rev2 primer. This gave one PCR fragment with the mutated miR-219 seed sequence. Both the fragment and pMIR-Report Luciferase vector (Life Technologies), were digested with SpeI and NotI (NEB) and the fragments were ligated using T4 Ligase (Promega) overnight at 4 °C. Ligation reactions were then transformed into DH5α *E. coli* (Invitrogen). Plasmid DNA was then isolated using a Midiprep kit (Qiagen).

### Luciferase assay

#### Col1a1 and col12a1 luciferase assays

To determine if Sall4 could functionally regulate transcription of Col1a1 or Col12a1, HEK293T cells were plated at a density of 2×10^4^ cells per well in a 96-well plate coated with poly-D-lysine and allowed to adhere overnight. HEK293T cells were then co-transfected with either 112.5 ng per well of pGL3 Enhancer Col1a1 Intron 1, 37.5 ng per well pMIR-Report beta gal vector (Life Technologies) and 50 ng per well pcDNA3.1 MCS-BirA(R118G)-HA (with or without axolotl Sall4 insert) or 125 ng per well of pGL3 Enhancer Col12a1 Intron 1, 25 ng per well pMIR-Report beta gal vector (Life Technologies) and 50 ng per well pcDNA3.1 MCS-BirA(R118G)-HA (with or without axolotl Sall4 insert) using Lipofectamine 3000 (Invitrogen). Cells were incubated for 48 h and luminescence was detected using the Dual Light System (Ambion) following the manufacturer’s protocol.

#### miR-219 and SALL4 luciferase assay

To determine if Sall4 is a target of miR-219, HEK 293 cells were plated in a 96-well cell culture plate at a density of 1.2×10^4^ cells per well and were allowed to adhere overnight in D-MEM (Gibco, Waltham, MA, USA) with 10% FBS (Thermo Scientific, Waltham, MA, USA). HEK cells were then co-transfected with 135 ng per well pMIR-Report Vector (with or without Sall4 3′ UTR insert or seed sequence mutagenized SAll4 3′ UTR insert) and 45 ng per well pMIR-Report beta gal vector (Life Technologies) with 100 nmol/l miR-219 mimic or mimic control using Lipofectamine 2000 (Invitrogen). Cells were incubated for 48 h and luminescence was detected using the Dual Light System (Ambion) using the manufacturer’s protocol.

### Statistical analyses

All results are presented as mean±s.e.m. unless otherwise stated. Analyses were performed using Microsoft Excel or GraphPad Prism. Dataset means were compared using ANOVA for three or more tests. When two groups were compared a Students *t*-test was used. Differences between groups was considered significant at three different levels (*P* values of <0.05, <0.01 and <0.001) and are indicated in the figure legends.

## Figures and Tables

**Figure 1:**
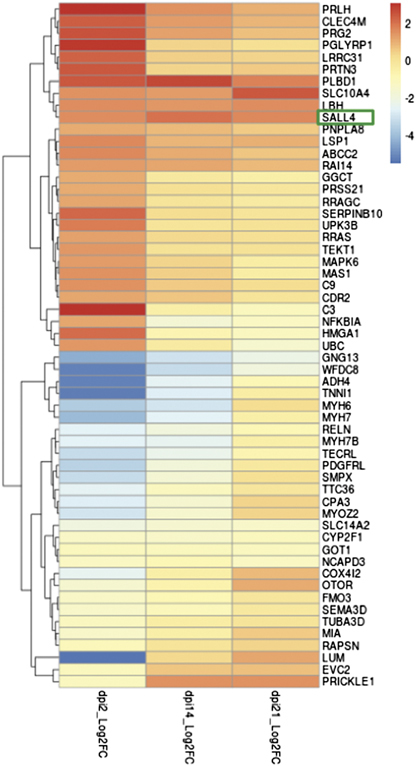
Transcriptional analysis of axolotl versus human mRNA profiles during wound healing. The heat map was generated based on significant differences observed in axolotl versus human skin after injury, this approach identified 57 genes that significantly differentially regulated in axolotl skin 2 days post injury but do not change in humans at this time point.

**Figure 2:**
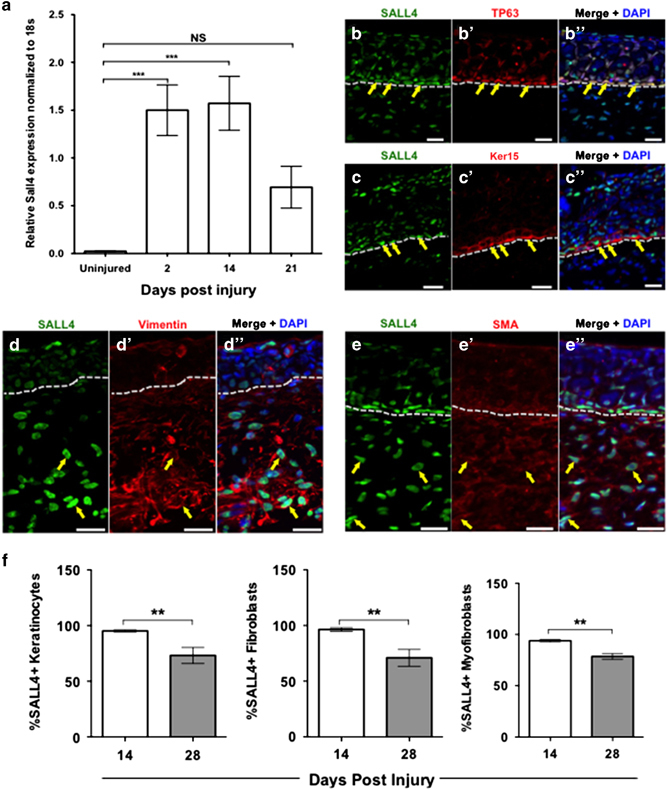
Sall4 expression during wound healing. (**a**) qRT-PCR of Sall4 expression levels during wound healing versus control uninjured tissue. Significance determined by a one-way ANOVA with Dunnett’s multiple comparisons test. *N*=3. Error bars are s.e.m. ***=*P*<0.001. NS=not significant. (**b**–**e″**) Co-Immunofluorescence analysis of SALL4 and TP63 (**b**–**b″**), Keratin 15 (**c**–**c″**), Vimentin (**d**–**d″**) and smooth muscle actin (SMA) (**e**–**e″**) at 28 days post injury. Examples of double positive cells are indicated with yellow arrows. Nuclei are stained with DAPI. Dotted lines represent separation between the epidermis and the dermis. Representative images shown for three replicates of each co-stain. Scale bars = 50 μm. (**f**) The percentage of Sall4+ keratinocytes, dermal fibroblasts (vimentin) and myofibroblasts (smooth muscle actin) are shown within the wound bed at 14 and 28 days post injury. An unpaired two-tailed *t*-test was used to determine significance. Error bars are standard deviation. **=*P*<0.01.

**Figure 3:**
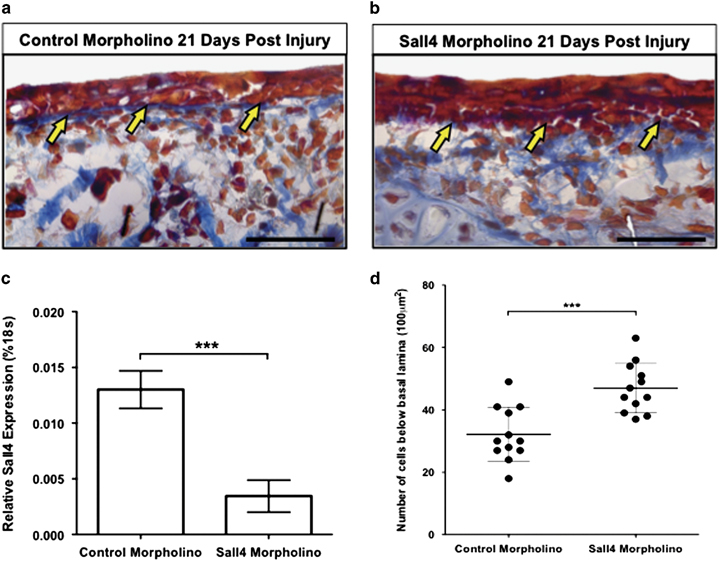
Knockdown of SALL4 leads to excessive collagen deposition during wound healing. Acid fuchsin/ Orange G stain on (**a**) mismatch control morpholino or (**b**) Sall4 morpholino-injected animals at 21 days after injury. Yellow arrows indicate the re-formation of the basal lamina. Representative images shown for two replicates of four animals each. (**c**) Expression of Sall4 relative to 18S at 7 days post injury in tissue that was treated with either mismatch morpholino or Sall4 morpholino. Representative graph of three repeats. Significance determined by an unpaired *t*-test. Error bars are standard deviation (s.d.) ***=*P*<0.0001. (**d**) Analysis of the number of cells in a 100 μm^2^ area below the basal lamina at 21 days post injury after Sall4 knockdown. Replicas=2 with 10 animals total in each condition. Error bars are s.d. ***=*P*<0.001. Scale bar = 20 μm.

**Figure 4:**
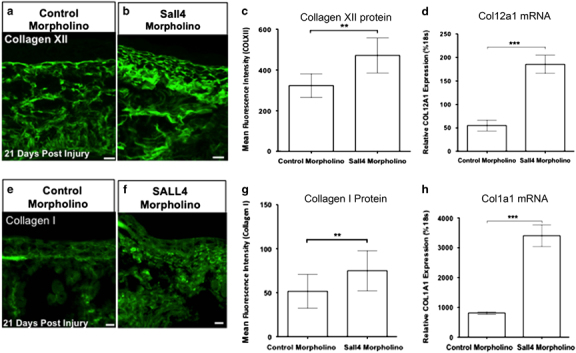
Knockdown of SALL4 leads to increased COL1A and COLXII deposition. (**a**, **b**) Immunofluorescence analysis of Collagen XII 21 days post injury after mismatch morpholino or Sall4 morpholino treatment. (**c**) Quantification of mean fluorescence intensity of collagen XII at 21 days post injury after morpholino treatment. (**d**) Relative expression of COL12A1 to 18S at 14 days post injury after morpholino treatment. (**e**, **f**) Immunofluorescence analysis of Collagen I 21 days post injury, SALL4 depletion also leads to increases Collagen I protein and mRNA levels (**g**, **h**). (**c**–**h**) significance determined by an unpaired *t*-test. Error bars are s.d. unless noted. **=*P*<0.01, ***P<0.001. For 21 days post injury, Replicas=2 with 10 animals total per condition. Scale bar = 50 μm.

**Figure 5:**
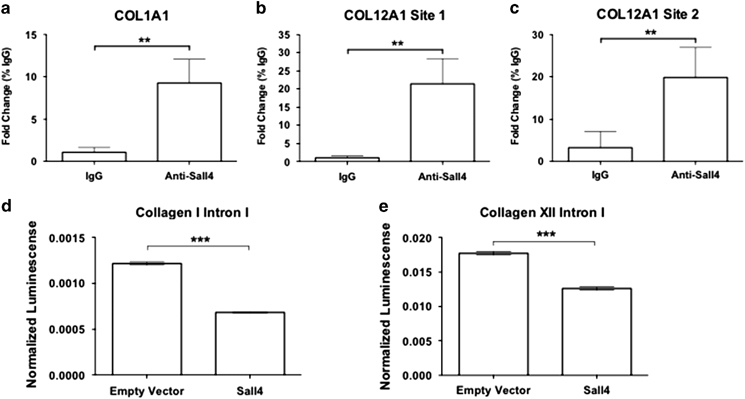
Sall4 binds to collagen promoters and regulates transcription. (**a**–**c**) Chromatin immunoprecipitation with anti-Sall4 followed by qPCR revealed enrichment of collagen I and XII from 14-day injured skin (shown are means of fold change over pull down with IgG). Unpaired *t*-test. Error bars are s.d. **=*P*<0.01. Replicas=2, with each replicate pooling tissue from three animals. (**d**, **e**) A luciferase assay was performed after transfecting HEK293T cells with the pGL3 Enhancer vector containing either (**d**) axolotl collagen I Intron 1 or (**e**) axolotl collagen XII intron 1 together with either a Sall4 over expression construct or empty vector control. After 48 h the cells were lysed and luciferase activity was measured relative to β-galactosidase activity. An unpaired two-tailed *t*-test was used to determine significance. Error bars are s.d. ***=*P*<0.0001.

**Figure 6:**
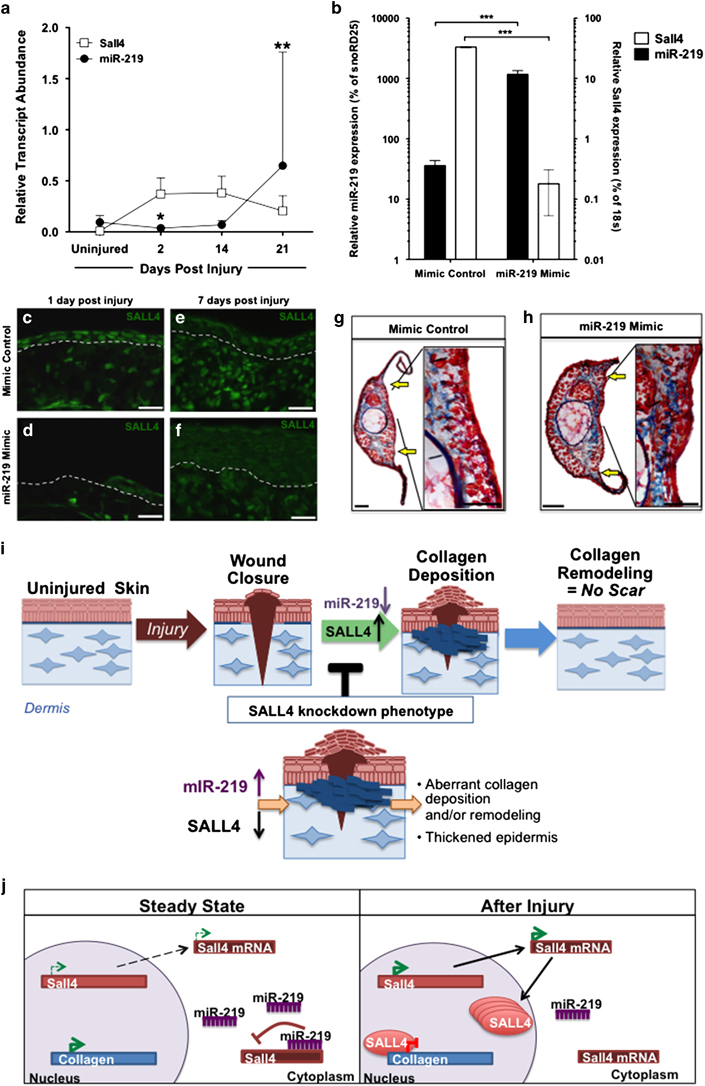
MiR-219 regulates Sall4. (**a**) Log transformed qRT-PCR of Sall4 and miR-219 transcript abundance during wound healing normalised as a per cent of 18S or SnoRD25, respectively. miR-219 levels decrease at 2 days post injury, when SALL4 level increase and at 21 days, miR-219 levels increase, at which time SALL4 levels decrease. Average of samples collected from three different animals. Error bars represent s.d.. Unpaired *t*-test was used to determine significance (**=*P*<0.01, *=*P*<0.05) (**b**) qRT-PCR confirmed that injection of miR-219 mimic into the injury site increased levels of miR-219 transcript and decreased levels of Sall4 message within tissue collected 1 day post injury. *N*=2. Unpaired *t*-test was used to determine significance (***=*P*<0.001) Errors bars=s.d. across four samples, sample are generated from tissue pooled from three animals. (**c**–**f**) Immunofluorescence of SALL4 protein 1 and 7 days post injury in skin samples injected with a non-targeting mimic control or miR-219 mimic. SALL4 protein levels decrease when mature miR-219 mimic is injected into the dermal cells (**d**, **f**). Dashed grey line indicates epidermal/ dermal boarder (Scale bars = 50 μm). (**g**, **h**) Acid fuchsin/ Orange G stain on mimic control or miR-219 mimic-injected animals 7 days after injury. Yellow arrows indicate the injury site. Representative images are from two replicates with 7 or 9 animals total in mimic control or miR-219-injected animals, respectively. Scale bars: **c–f** = 50 μm, **g, h** = 20 μm and inset=10 μm. (**i**) Model illustrating the normal process that leads to scar-free regeneration in axolotls. Deregulation of SALL4 early in regeneration causes a loss of normal repression of collagen due to SALL4 binding to collagen I and 12. This result in early aberrant collagen deposition that does not get remodelled later, ultimately resulting is imperfect skin regeneration. (**j**). A model illustrating the mechanism of SALL4 regulation. In steady state conditions, miR-219 binds to the 3′ UTR of SALL4 and represses its expression. On injury miR-219 repression of SALL4 is released, SALL4 protein then binds to collagen 1 and collagen XII and represses there expression during the early phases of regeneration.

# Supplementary material for: A novel role for SALL4 during scar-free wound healing in axolotl
**Source:** NPJ Regen Med. 2016 Dec 8;1:16016–. doi: 10.1038/npjregenmed.2016.16
**Supplement:** Supplementary Figure 1

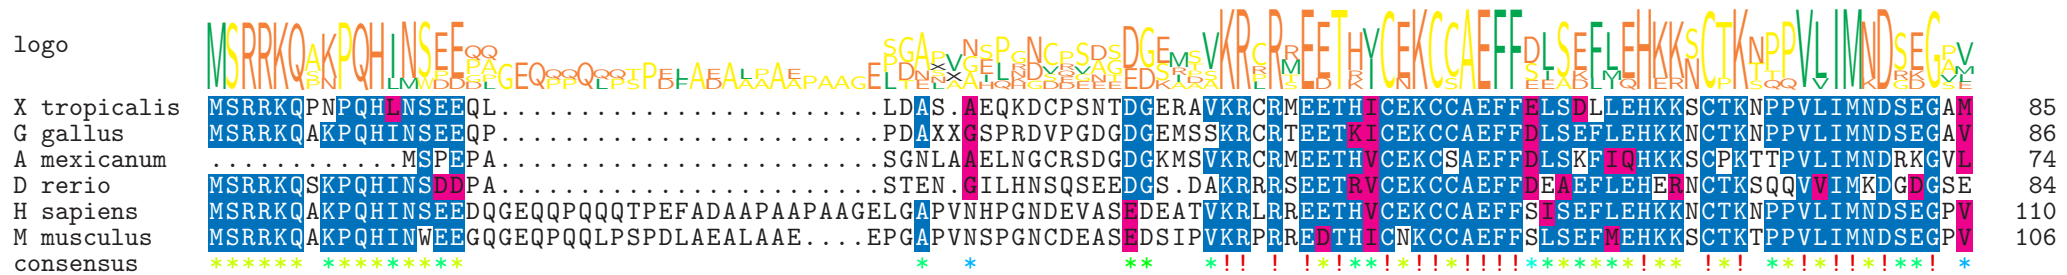

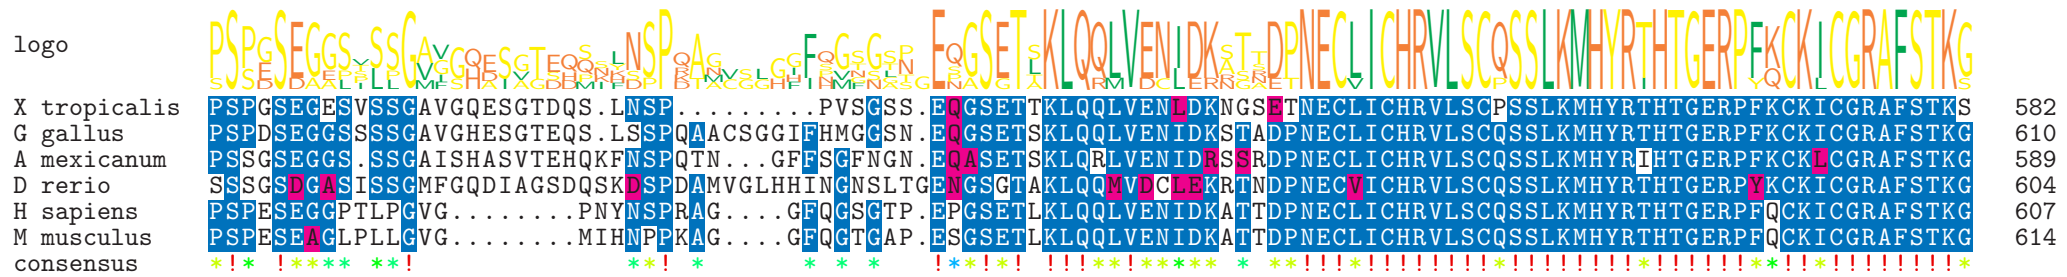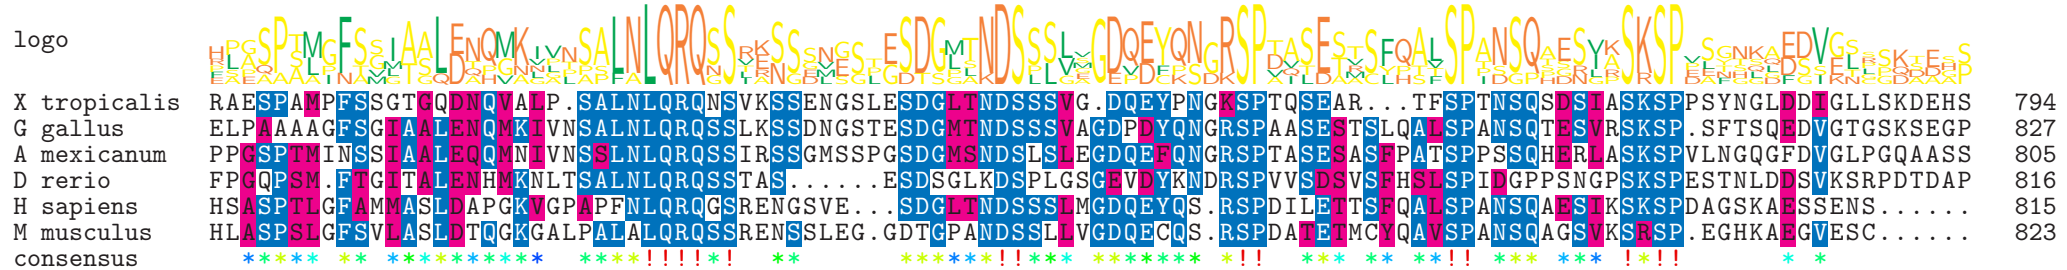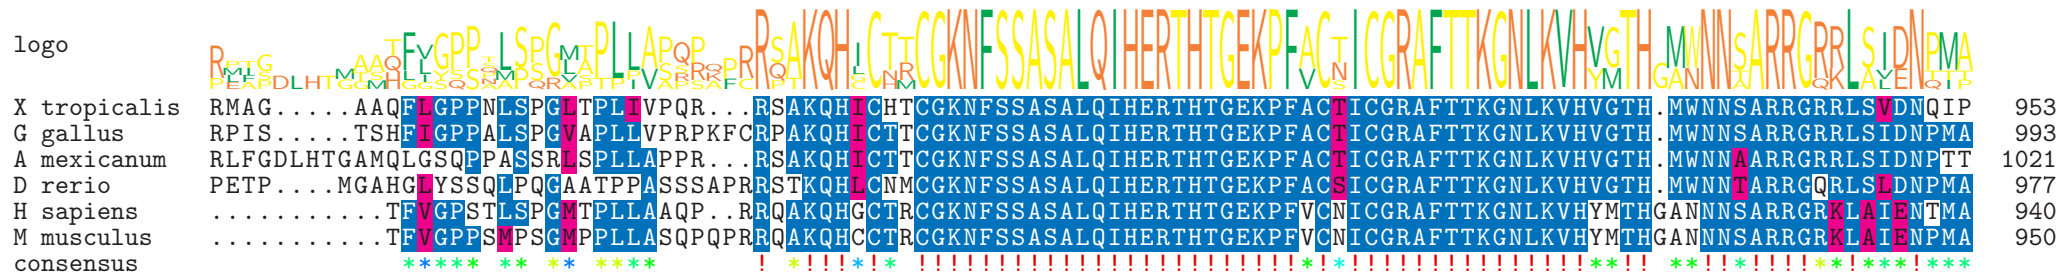

1047
1087
1125
1074
1032
1046

Sequence logo for the 10th position of the 12th family. The sequence is: A E S V P K H Q F S H F M E E N . I A V N, A D N V P K H Q F P L F M E E N K I A V S, V D N L Q T R R Q F P R F M E E S N I A V S, S E S I A K . . F P H F M E E G K V N . ., T D G V P K H Q F P P H F L E E N K I A V S, P D G M A K H Q F P P H F L E E N K I A V S. The background is color-coded by amino acid type: yellow for hydrophobic, blue for polar, red for charged, and green for small. The sequence is shown in a 6x10 grid.

X tropicalis	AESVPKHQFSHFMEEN.IAVN.	1067
G gallus	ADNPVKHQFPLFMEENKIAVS.	1108
A mexicanum	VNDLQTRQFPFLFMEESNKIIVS.	1146
D rerio	SESIAK..FPHFMEEGKVN..	1091
H sapiens	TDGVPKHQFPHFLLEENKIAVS.	1053
M musculus	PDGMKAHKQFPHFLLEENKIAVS.	1067
consensus	* * * * * ! * * * * *

How the deposited data were processed for this re-analysis (not part of the article)

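RNA from skin punch biopsies of axolotls was measured on 12 Affymetrix 1-colour arrays designed for axolotl transcripts, 3 each from uninjured skin and from wounds at 2, 14 and 21 days post injury. The authors deposited 1 value per probe set and array on the log2 scale, background corrected, normalised and summarised by robust multi-array average (RMA). The versions of Affymetrix Expression Console and of RMA are not given in the sources used here. Intensities before RMA were not used here, so that step was taken as the authors left it.

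The array's probe sets are called probes, as in the paper. Of 20080, 45 control probe sets were left out. The remaining 20035 were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, no trend, equal weights), as a linear model of 4 group means with 8 residual degrees of freedom and 2.43 prior degrees of freedom. Each wound group was compared with uninjured skin, and the wound groups with each other. P-values were two-sided and adjusted by Benjamini and Hochberg within a comparison, with a threshold of 0.05, and a change of at least 2-fold was an absolute log2 change of at least 1. A change at any time point was a moderated F-test of the 3 comparisons with uninjured skin. No filter on low signal was applied. Gene symbols came from the array's annotation, which gave 10951 probes a single symbol, 0 several symbols and 9084 none, for 8639 genes. A gene was represented by its probe with the highest mean over the 12 arrays.

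The groups, tests, gene lists and all alternatives but those marked otherwise were chosen before the data were examined. The 24 lists were collagens, collagen processing enzymes, matrix proteases and inhibitors, matrix proteoglycans and glycoproteins, fibroblast and myofibroblast markers, basal keratinocyte markers, suprabasal and wound epidermis markers, neutrophil and granulocyte genes, macrophage and monocyte genes, cytokine, chemokine and NF-kB signalling, complement, coagulation and acute phase genes, cell cycle genes, skeletal muscle markers, erythrocyte markers, endothelial markers, pigment cell markers, nerve and Schwann cell markers, cartilage and bone markers, lymphocyte genes, mitochondrial respiratory chain, cytosolic ribosomal proteins, protein folding and ER stress genes, stem cell and limb blastema regulators, and TGF-beta and BMP signalling. Each list with at least 5 measured members was counted (higher, lower, not called) and tested at the 3 times with camera (preset correlation 0.01, and with an estimated correlation) and fry, adjusted over the 72 list tests. Genes to be named in the text were taken from those the paper names for the array or the wound and the 57 names of Figure 1, and for each comparison with uninjured skin the 10 largest rises and 10 largest falls among genes past the threshold without overlap between the arrays, the 4 members of each list with the smallest adjusted p, and the collagens. Not all of them are named, and the choice among them was made after their values were seen. KRT15, which the paper names, has no probe with that symbol here.

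Alternatives were probes below the 25th percentile or below the median of the mean signal left out, each array's median subtracted, quantile normalisation, a trend in eBayes, array weights, a fit of only the groups compared, the replicate number as a block, control probe sets kept in, each array left out in turn, the mean of all probes of a gene, adjustment over the 3 comparisons together, the union of the 3 comparisons in place of the F-test, an adjusted p under 0.01, and for collagens any comparison with at least 2-fold. Added after seeing the data were the mean of the muscle markers or of the epidermal markers per array as a covariate, uninjured replicate 3 and 14 dpi replicate 2 both left out, and the F-test with at least 2-fold at 2 days, with and without control probe sets. Other splits of the arrays were all 10 of 3 against 3, and 100 drawn splits into 4 groups. Medians of gene groups were given a standard error from 2000 bootstrap resamples over genes, with random seed 1.

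The fit was tested on simulated data of 20035 probes, in which 100 were changed by 1 and another 100 by 2 on the log2 scale, together in a comparison. Of each 100, 66, 67 and 63 were recovered at 2, 14 and 21 days for a log2 change of 1, and 90, 91 and 92 for a log2 change of 2. In the same fits 10, 12 and 9 unchanged probes were called. The noise was drawn for each probe on its own, so correlation between genes was not simulated. Far fewer probes were changed than were called in the real comparisons (1859, 1427 and 2528 at 2, 14 and 21 days). The adjusted cut-off was therefore stricter, and the shares recovered do not give the power of the real fits. Arrays give no counting depth, and their number limits the precision. The human wound arrays, the qPCR and the knockdown experiments were not analysed here.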

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

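The tests of biopsy depth, of the epidermal share and of why calls ended, the reading of the correlations between arrays, the covariate and 2-array alternatives, and the requirement that the matrix test clear its bound by more than its bootstrap standard error were chosen after the results were seen.

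Collagens differed between the wounds at 2 and 21 days post injury, a contrast between wound groups that the paper does not report. Of 29 collagens, 14 were higher at 21 days than at 2 days, COL1A1 by 3.60 (adjusted p = 8.74e-04) and COL12A1 by 4.53 (adjusted p = 9.20e-05) on the log2 scale. Of single genes outside the collagens, the crosslinking enzyme LOXL2 was higher by 2.66 (adjusted p = 1.38e-05), vimentin (VIM) by 0.75 (adjusted p = 0.00102), smooth muscle actin (ACTA2) by 4.99 (adjusted p = 2.35e-05) and lumican (LUM) by 6.66 (adjusted p = 1.05e-04). Probes that differed numbered 1510 between 14 and 2 days, 4369 between 21 and 2 days and 34 between 21 and 14 days. The first count was 825 without 2 dpi replicate 2, 872 without 2 dpi replicate 3 and 777 without 14 dpi replicate 2. The second was 2912 without 2 dpi replicate 2, 2773 without 21 dpi replicate 1 and 2738 without 21 dpi replicate 3. The third was 5 without uninjured replicate 2, 53 without uninjured replicate 3, 21 without 2 dpi replicate 2, 471 without 14 dpi replicate 2, 2, 6 and 1 without 21 dpi replicates 1, 2 and 3, and 0 by limma without 14 dpi replicate 1 or 3 (1355 and 1271 at an unadjusted p under 0.05). The mean of the muscle markers was 1.14 higher at 14 days and 2.30 higher at 21 days than at 2 days, and with it as a covariate the counts were 800, 715 and 1, while with the epidermal marker mean they were 575, 997 and 34.

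The paper's text gives no count of changed probes at 14 or at 21 days alone. Its heatmap does show the genes of Figure 1 at each time point, and the counts given here include those genes and the collagens. At 14 days 1427 probes changed (701 without uninjured replicate 1, 747 without uninjured replicate 2, 2171 without uninjured replicate 3, 907 without 14 dpi replicate 2, 792 without 14 dpi replicate 3), the largest rise among named genes without overlap between the arrays being KAZALD1 (5.06). The fall of the myosin light chain MYL4 at 14 days (-3.21) was not called without uninjured replicate 1 (-2.91, adjusted p = 0.123), uninjured replicate 2 (-2.54, 0.125), 2 dpi replicate 2 (-3.21, 0.0549), 14 dpi replicate 1 (-3.25, 0.0742), 14 dpi replicate 3 (-2.67, 0.120) or 21 dpi replicate 3 (-3.21, 0.0625), and its adjusted p ran from 0.00159 to 0.158 over the alternatives. At 21 days 2528 probes changed (1378 without uninjured replicate 2, 1433 without 21 dpi replicate 1, 1151 without 21 dpi replicate 3), the largest such rise being COL11A1 (5.45, from an uninjured mean of 4.21, near the lower quartile of the arrays, where background bears on its size) and, outside the collagens, CTHRC1 (5.27). PRG4, the lubricating proteoglycan 4, changed by -5.02 at 21 days, and was not called without 21 dpi replicate 1 (-4.46, adjusted p = 0.0508, the highest over the alternatives, whose lowest was 7.79e-04).

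The matrix genes that fell at 2 days did so in wounds that also had lower skeletal muscle markers, and less muscle in those biopsies is a technical explanation. With the muscle marker mean as a covariate the median change of the 17 matrix genes went from -2.63 to -1.49, with a median standard error of 0.39 before and 0.34 after, and 7 were still called; the 10 estimates whose call ended all moved towards 0, and 5 of these had an unadjusted p that would have passed without the covariate, when 1859 probes rather than 349 were called and the cut-off was wider. The median kept at least the bound of -1.32 set beforehand and its interquartile range (-3.20 to -0.95) stayed below 0, but the margin was smaller than the bootstrap standard error of 0.53, so the test leaves this explanation open. The depth of the punch also stays open, since the muscle marker mean ranged over 2.03 among the uninjured arrays while the 2 dpi and uninjured groups differed by -2.12. A fall of matrix transcripts in the wound itself is a biological explanation, and it cannot be told apart from a difference in muscle content because that margin is too small. Some fibroblast and endothelial markers were lower in the same wounds, 7 of 14 and 3 of 17. The 7 include the smooth muscle genes ACTA2, TAGLN and CNN1 and also PDGFRL. LSP1 of the same list was higher (1.62), and VIM was not called at 2 days. Fewer dermal cells were not told apart from less transcript per cell. Uninjured replicate 3 had a lower muscle marker mean (-0.61) than 2 dpi replicate 1 (-0.35) and a higher mean of the 40 matrix genes (-0.41 against -1.03), but 1 array of each group decides nothing.

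14 dpi replicate 2 resembles the 21-day arrays: on 1012 probes that part the other arrays of the 2 groups, its median position was 0.81, where 0 is the 14-day mean and 1 the 21-day mean. More muscle in that biopsy would place it near 0 on probes that do not follow the muscle markers within the uninjured and 2-day arrays. On 315 such probes its position was 0.91 (lower quartile 0.67), which argues against more muscle as far as those markers and few arrays capture it. These probes were not chosen to leave out dermal genes, so more dermis was not tested and stays open. The mean of the 40 matrix genes was 0.79 in 14 dpi replicate 2, against 0.15 and 0.11 in 14 dpi replicates 1 and 3. A swap with 21 dpi replicate 2 needs that array near the 14-day mean, and its position was 0.61 (interquartile range 0.40 to 0.80). Its closest array was 21 dpi replicate 3 (r = 0.994), but its r was 0.980 with 21 dpi replicate 1 and 0.985 and 0.980 with 14 dpi replicates 1 and 3. List means point both ways. Its collagen mean was 0.88, nearer 21 dpi replicates 1 and 3 (1.02 and 0.93) than 14 dpi replicates 1 and 3 (0.29 and 0.38). Its suprabasal and wound epidermis mean was -0.06, nearer 14 dpi replicates 1 and 3 (0.10 and 0.14) than 21 dpi replicates 1 and 3 (-0.55 and -0.26). The lower quartile is under the bound of 0.5 set for the position, so the swap stays open. A wound that healed faster was not tested and stays open.

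Cell cycle genes were lower at 21 days, 45 of 74 with none higher by limma (58 lower when adjusted over the list alone; 59 lower and 0 higher at an unadjusted p under 0.05; 25 lower without uninjured replicate 2, 29 without 21 dpi replicate 2 and 18 without 21 dpi replicate 3), among them KIF23 (-1.72), CCNA2 (-1.56) and FEN1 (-1.20). Camera gave an adjusted p = 1.23e-19, and an adjusted p = 0.200 with an estimated correlation. A smaller share of epidermis in the biopsies would lower epidermal markers alike. The median change of 24 epidermal markers was -0.12 against -0.95 for the cell cycle genes, a difference of 0.84 (bootstrap standard error 0.14, over genes and not over arrays). By array, the epidermal mean was 0.02, -0.13 and -0.07 in uninjured skin and -0.39, -0.02 and -0.13 at 21 days. The cell cycle mean was 0.45, 0.54 and 0.48, then -0.35, -0.44 and -0.45. This argues against a smaller epidermal share as far as these markers capture it, although the epithelial transcription factor EHF (-3.96) and FGFBP1 (-3.71) were lower. With the epidermal marker mean as a covariate 42 cell cycle genes were still lower. Of the muscle markers 0 were called lower by limma at 21 days (0 at an unadjusted p under 0.05), but 4 were without uninjured replicate 3 (7 unadjusted) and 5 without uninjured replicate 3 and 14 dpi replicate 2 (10 unadjusted), and with their mean as a covariate 46 cell cycle genes were lower. Fewer dividing cells is a candidate explanation that was not tested.

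Other splits of the arrays were counted. Of the 100 splits into 4 groups, 1 (the real one) gave as many probes in the F-test (4307, highest other 198) and 1 as many collagens (16, highest other 4). This is the smallest share that 100 splits can give, so chance is unlikely for both, provided the arrays are independent. The splits do not part time since injury from the tissue that each biopsy held. For 3 arrays against 3, in fits of the compared groups alone, the 10 splits are too few for a share under 0.05. The real split gave 961 probes at 2 days (highest other 0), 564 at least 2-fold (0), 324 at 14 days (68), 2342 at 21 days (4), 51 cell cycle genes lower at 21 days (0), 589 probes between 14 and 2 days (0) and 4624 between 21 and 2 days (4). Between 21 and 14 days the real split gave 0 by limma (2193 at an unadjusted p under 0.05) and the highest other 12, and all 10 splits gave as many.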

How the results depend on the processing

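The covariates, the fit without uninjured replicate 3 and 14 dpi replicate 2, and the F-test with at least 2-fold were chosen after the results were seen. SALL4 was called at 14 and 21 days under every alternative that gave it a value, and at 2 days under all but the mean of its probes (0.70, adjusted p = 0.0527), an adjusted p under 0.01 (1.54), the muscle covariate (1.64, adjusted p = 0.132) and the epidermal covariate (1.63, adjusted p = 0.0541), with adjusted p from 0.00611 to 0.132 over the alternatives. It has no value when probes below the median are left out. The collagen count lay between 14 and 20. Array weights raised the counts to 3451 probes at 2 days, 3123 at 14, 6703 at 21, 1110 at least 2-fold at 2 days, 7593 between 21 and 2 days, 2632 between 21 and 14 days and 9406 at any time. Fits of only the groups compared, which have fewer residual degrees of freedom, gave 961 at 2 days, 324 at 14, 589 between 14 and 2 days and 0 between 21 and 14 days by limma (2193 at an unadjusted p under 0.05). An adjusted p under 0.01, a stricter threshold by construction, gave 656, 432 and 872 at 2, 14 and 21 days, 431 at least 2-fold, 544 between 14 and 2 days, 2048 between 21 and 2 days, 0 between 21 and 14 days by limma (2041 at an unadjusted p under 0.05), 1841 at any time and 19 Figure 1 genes. Leaving out probes below the median gave 13 between 21 and 14 days. The muscle covariate gave 349 at 2 days, 272 at least 2-fold, 800 between 14 and 2 days, 715 between 21 and 2 days, 1 between 21 and 14 days, 2455 at any time and 15 Figure 1 genes. The epidermal covariate gave 1120 at 2 days, 2210 at 14, 575 between 14 and 2 days, 997 between 21 and 2 days, 2685 at any time and 19 Figure 1 genes. Without uninjured replicate 3 and 14 dpi replicate 2 the counts were 3299 at 2 days, 1156 at least 2-fold, 925 between 14 and 2 days and 786 between 21 and 14 days. With 1 array left out the ranges were 921 to 2725 at 2 days, 701 to 2171 at 14, 1151 to 2948 at 21, 510 to 1036 at least 2-fold, 777 to 1745 between 14 and 2 days, 2738 to 4781 between 21 and 2 days, 0 to 471 between 21 and 14 days (0 by limma without 14 dpi replicate 1 or 3, with 1355 and 1271 at an unadjusted p under 0.05), 2719 to 5086 at any time, 15 to 16 collagens, 24 to 34 Figure 1 genes and 27 to 32 list calls (30 with all arrays). SALL4 then lay at 1.29 to 1.71, 1.73 to 2.28 and 1.48 to 1.92 at 2, 14 and 21 days, -0.62 to -0.07 between 21 and 14 days and -0.07 to 0.38 between 21 and 2 days. With the mean of all probes of a gene, HTRA1 at 14 days (-0.30), MMP2 (-0.17), PCOLCE2 (-0.90) and PPL (-0.044) at 2 days changed sign, since the mean takes in their other probes. Replicate numbers do not appear to pair the arrays: correlations of same-number deviations ran from -0.65 to 0.48, 5 of 18 were above 0.1, and 4 of 12 arrays were closest to their own number. The replicate block gave 1451, 1023 and 2043 probes at 2, 14 and 21 days, 3339 at any time, 15 collagens and 0 between 21 and 14 days by limma (1940 at an unadjusted p under 0.05). Of the named gene calls, 8 were lost with medians subtracted, 5 with quantile normalisation, 10 with the trend, 89 with the muscle covariate, 56 with the epidermal covariate and 25 to 94 with 1 array left out. Apart from fewer arrays, fewer degrees of freedom and stricter thresholds, the cause was not tested. Signal over background on the array limits what can be seen in dim probes.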

Differences from the paper's values

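The F-test with at least 2-fold and the fit without uninjured replicate 3 and 14 dpi replicate 2 were tests chosen after the values were seen. Outside the alternatives, no count differed from the paper's by more than 1.5 times. Several alternatives did, among them 9406 probes at any time with array weights and 272 at least 2-fold at 2 days with the muscle covariate. The paper's 4302 differentially expressed probes stand against 4307 here, at the same adjusted p threshold, and with control probe sets kept in, an alternative set before the data were examined, the count was 4302. The paper's 808 probes at least 2-fold at 2 days stand against 734 here from the comparison with uninjured skin. The F-test with at least 2-fold at 2 days, chosen after seeing the values, gave 808, with and without control probe sets, and drops 2 of the 38 matched Figure 1 names, C3 and RRAGC. The paper's 571 genes with human homologues stand against 383 genes with a symbol here, a different definition. The nearest settings were array weights (539) and the fit without uninjured replicate 3 and 14 dpi replicate 2 (578), which called 1110 and 1156 probes at least 2-fold at 2 days rather than 808. The F-test with at least 2-fold, which gave 808 probes, gave 426 genes with a symbol. The paper's 16 collagens match the 16 here, although Supplementary Figure 3, which names them, was not analysed here.

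Of the 38 Figure 1 genes matched, 32 were called at 2 days and 6 were not: SLC10A4, C3, NFKBIA, OTOR, RAPSN and EVC2. The F-test with at least 2-fold calls 36 and array weights call 36 at 2 days. Another probe of C3 changed by 3.07 at 2 days (adjusted p = 0.000753).

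From the arrays and quantitative PCR together, the paper states that Sall4 transcripts begin to return to the uninjured level by 21 days. The quantitative PCR was not analysed here. On the arrays the change from 14 to 21 days was -0.34 (adjusted p = 0.797, and 0.313 to 0.999 over the alternatives), in the stated direction in every alternative that gave a value and past the threshold in none, and SALL4 was still 3.16-fold above uninjured skin at 21 days. The increase of SALL4 by 2 days and its level at 14 days were called here as well, on the probe that represents it, while its other probe was not called.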

Other observations

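The muscle and epidermal covariates were tests chosen after the results were seen.

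At 21 days post injury genes of protein folding in the endoplasmic reticulum were lower. HSPA5, the chaperone BiP, fell from 10.62 ± 0.70 in uninjured skin to 8.43 ± 0.25 (SD, n = 3 each), a Log2-fold change of -2.19 (adjusted p = 0.00205), and CRELD2, DNAJB9 and PDIA6 changed by -1.50, -1.44 and -0.95. Of 35 protein folding and ER stress genes, 12 were lower and 1 higher (15 and 1 when adjusted over the list alone), with an adjusted p = 8.39e-07 from camera and an adjusted p = 0.133 with an estimated correlation. At 2 and 14 days camera gave them an adjusted p = 0.668 and 0.0113, and an adjusted p = 0.865 and 0.330 with an estimated correlation. SQLE and CYP51A1, enzymes of sterol synthesis, were lower at 21 days, with Log2-fold changes of -3.46 and -3.02 (adjusted p = 0.00861 and 0.00718). Cytochrome c (CYCS) fell from 11.53 ± 0.10 to 9.98 ± 0.04 (SD, n = 3 each), and CYC1 and NDUFB5 of the respiratory chain changed by -1.06 and -0.61. Of 53 respiratory chain genes 13 were lower and none higher by limma (18 lower when adjusted over the list alone; 26 lower and 0 higher at an unadjusted p under 0.05). This count was 6 without uninjured replicate 2 and 8 without 21 dpi replicate 1, 2 or 3. They were lower earlier as well, 6 at 2 days and 7 at 14 days with none higher by limma (6 and 13 when adjusted over the list alone; 18 and 20 lower and 0 higher at an unadjusted p under 0.05), and their median was -0.21, -0.23 and -0.25 at the 3 times. The 6 became 3 without uninjured replicate 1 or 2 dpi replicate 2 and 2 without uninjured replicate 2, the 7 became 3 without uninjured replicate 1 or 14 dpi replicate 3, 2 without uninjured replicate 2 and 4 without 14 dpi replicate 2, and 1 was higher at 2 and at 14 days without uninjured replicate 3. With the muscle marker mean as a covariate 1 was lower at 2 days. Camera gave an adjusted p = 2.49e-06, 1.78e-10 and 2.12e-07 at 2, 14 and 21 days, and an adjusted p = 0.307, 0.198 and 0.25 with an estimated correlation. Of the skeletal muscle markers 0 were called lower by limma at 21 days (0 at an unadjusted p under 0.05), but 4 were without uninjured replicate 3 (7 at an unadjusted p under 0.05) and 5 with array weights (10).

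SMAD3, a signal transducer of TGF-beta, rose from 5.34 ± 0.10 to 6.79 ± 0.23 at 2 days (SD, n = 3 each) and had Log2-fold changes of -0.10 and 0.03 later. The receptor TGFBR1 was higher at 21 days (0.93) and the BMP target ID2 lower (-1.55). Of 31 TGF-beta and BMP genes 5 were higher and 1 lower at 2 days and 3 higher and 1 lower at 21 days (8 and 1, then 3 and 1, when adjusted over the list alone), and camera gave an adjusted p = 0.0532 and 0.705, and an adjusted p = 0.452 and 0.865 with an estimated correlation. The 5 higher at 2 days became 2 without uninjured replicate 2 and 3 without uninjured replicate 3, 2 dpi replicate 2 or 3, 14 dpi replicate 1 or 21 dpi replicate 3, and the 1 lower became 0 by limma without uninjured replicate 2 or 3 or any 2 dpi replicate (2 lower at an unadjusted p under 0.05 with all arrays). The matrix metalloproteinase MMP28 rose by 2.22 at 2 days and MMP14 by 1.68 at 21 days, and of 27 matrix proteases and inhibitors 4 were higher and 1 lower at 2 days (4 and 2 when adjusted over the list alone). The probes of MMP2 disagreed at 2 days, 3.08 for the representing probe and -3.41 for another. CXCR4, a chemokine receptor, was the only lymphocyte gene of 9 called at 21 days (1.94). C7 of complement (-2.97), DST of hemidesmosomes (-2.05) and STMN3 of neurons (-1.48) were lower at 2 days. TP63, a transcription factor of basal keratinocytes, had Log2-fold changes of 0.50, -0.04 and -0.33 (adjusted p = 0.409, 0.967 and 0.604), and VIM was higher at 21 days by 0.65 (adjusted p = 0.00462).

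The remaining lists are given by camera at their smallest adjusted p, followed by the adjusted p with an estimated correlation. They were erythrocyte markers at 21 days (direction up, 0.00215, 0.332), suprabasal and wound epidermis markers at 2 days (up, 0.0114, 0.450), cytokine, chemokine and NF-kB genes at 14 days (down, 0.0380, 0.307), ribosomal protein genes at 14 days (down, 0.0281, 0.779) and cartilage and bone markers at 2 days (down, 0.0304, 0.330), and few or no members of the last 4 were called. Of 14 suprabasal markers DSC2 and PPL were higher at 2 days and none was lower by limma (6 and 1 when adjusted over the list alone; 7 and 1 at an unadjusted p under 0.05), and 1 was higher without uninjured replicate 2 or 3, any 2 dpi replicate, 14 dpi replicate 1 or 3 or 21 dpi replicate 3. Of 21 cytokine, chemokine and NF-kB genes SOCS1, NFKBIZ and PTGES were lower at 14 days and none was higher by limma (5 lower when adjusted over the list alone; 6 lower and 2 higher at an unadjusted p under 0.05; 1 lower without uninjured replicate 1). Of 14 cartilage and bone markers MGP alone was lower at 2 days and none was higher by limma (2 lower when adjusted over the list alone; 3 lower and 1 higher at an unadjusted p under 0.05; 2 lower without 14 dpi replicate 2 or 21 dpi replicate 1 or 2, and 1 higher without uninjured replicate 3), while ACAN had 1.87 (adjusted p = 0.131). The erythrocyte markers higher at 21 days were ALAS2, NFE2, TAL1 and ANK1, and their number, 4 (7 when adjusted over the list alone), was 0 by limma without uninjured replicate 2 or 21 dpi replicate 2, 2 without uninjured replicate 3 and 1 without 21 dpi replicate 3 (7 at an unadjusted p under 0.05 with all arrays). Of 58 ribosomal protein genes none was called by limma at any time (at an unadjusted p under 0.05, 1 higher and 3 lower at 2 days, 0 later). Basal keratinocyte markers (0.707), complement, coagulation and acute phase genes (0.395), pigment cell markers (0.163), nerve and Schwann cell markers (0.163), lymphocyte genes (0.297) and stem cell and limb blastema regulators (0.587) did not pass camera at any of the 3 times. No list passed with an estimated correlation, the smallest adjusted p being 0.0884. Median and mean differed in sign for cytokine genes at 2 days (0.09 and -0.06), complement genes at 2 days (0.08 and -0.05), basal keratinocyte markers at 14 days (0.01 and -0.02), TGF-beta genes at 14 days (0.05 and -0.02), stem cell regulators at 14 days (-0.01 and 0.17) and ribosomal protein genes at 21 days (-0.00 and 0.00), camera's direction being up, up, down, up, down and down. Cell cycle genes were also lower at the earlier times, 16 of 74 at 2 days and 9 at 14 days (18 and 39 when adjusted over the list alone, and 1 higher at 2 days), with an adjusted p = 3.68e-09 and 5.62e-16 from camera and 0.347 and 0.245 with an estimated correlation. The count at 2 days was 8 without uninjured replicate 1 or 2 or 2 dpi replicate 1 and 9 without 2 dpi replicate 3, and the count at 14 days was 2 without uninjured replicate 1 or 2, 14 without 2 dpi replicate 3, 33 without 14 dpi replicate 1, 1 without 14 dpi replicate 2, 4 without 21 dpi replicate 3 and 0 by limma without 14 dpi replicate 3 (50 lower at an unadjusted p under 0.05 with all arrays). With the muscle marker mean as a covariate 2 were lower at 2 days, and with the epidermal marker mean 24 were lower at 14 days.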
